# Adapting *Drosophila melanogaster* Cell Lines to Serum-Free Culture Conditions

**DOI:** 10.1534/g3.120.401769

**Published:** 2020-12-01

**Authors:** Arthur Luhur, Daniel Mariyappa, Kristin M. Klueg, Kasun Buddika, Jason M. Tennessen, Andrew C. Zelhof

**Keywords:** *Drosophila*, cells, fly extract, serum-free, S2R+, Transcriptome, Metabolome

## Abstract

Successful *Drosophila* cell culture relies on media containing xenogenic components such as fetal bovine serum to support continuous cell proliferation. Here, we report a serum-free culture condition that supports the growth and proliferation of *Drosophila* S2R+ and Kc167 cell lines. Importantly, the gradual adaptation of S2R+ and Kc167 cells to a media lacking serum was supported by supplementing the media with adult *Drosophila* soluble extract, commonly known as fly extract. The utility of these adapted cells lines is largely unchanged. The adapted cells exhibited robust proliferative capacity and a transfection efficiency that was comparable to control cells cultured in serum-containing media. Transcriptomic data indicated that the S2R+ cells cultured with fly extract retain their hemocyte-specific transcriptome profile, and there were no global changes in the transcriptional output of cell signaling pathways. Our metabolome studies indicate that there were very limited metabolic changes. In fact, the cells were likely experiencing less oxidative stress when cultured in the serum-free media supplemented with fly extract. Overall, the *Drosophila* cell culture conditions reported here consequently provide researchers with an alternative and physiologically relevant resource to address cell biological research questions.

Pioneering research in the 1960s and 70’s led to the adaptation of *Drosophila melanogaster* cells in culture (Echalier and Ohanessian 1970; Schneider 1972). To successfully adapt primary cells from embryos, researchers designed media resembling the hemolymph of the third instar *Drosophila melanogaster* larva (Echalier 1997). Liquid media that successfully supported the establishment and continuous culture of *Drosophila* embryonic or imaginal disc cells include D22 medium (Echalier 1976), Schneider’s medium (Schneider 1972) and Shields and Sang’s M3 medium (Shields and Sang 1970; Cross and Sang 1978). The common features among these three media include higher osmotic pressure, increased amino acids, and divalent cation (Mg^2+^ and Ca^2+^) concentrations when compared to vertebrate cell culture media (Echalier 1997). Of these, the D22 medium recapitulates the larval hemolymph the best. However, it is also least well-defined as lactalbumin hydrolysate is used as the amino acid source, in addition to the use of the other undefined but common ingredient, yeast extract (YE) as a source of vitamins, nucleotides, trace metals and lipids (Echalier 1976; Echalier 1997). As compared to an earlier version of the Schneider’s medium, the one currently commercially available contains bacteriological peptone (BP) (Schneider 1964; Schneider 1972; Schneider and Blumenthal 1978). Nevertheless, the growth rate of S2 cells was unaffected when cultured in “reduced” Schneider’s media that did not contain BP (Sederoff and Clynes 1974), indicating that BP was not essential for S2 cell culture. In Shields and Sang M3 medium, lactalbumin hydrolysate was replaced by a defined content of amino acids (Shields and Sang 1970; Cross and Sang 1978). However, YE remained a component of the M3 medium as a source of vitamins. Subsequent successful cell line establishment from primary cultures have continued to rely on either Schneider’s or M3 media (Simcox *et al.* 1985; Ui *et al.* 1987; Niki *et al.* 2006; Simcox *et al.* 2008; Justiniano *et al.* 2012), underlining the continued utility of these *Drosophila* cell culture media formulations.

All three media compositions described above included fetal bovine serum (FBS), a key component used to support the cell culture. Prior to utilizing FBS, attempts to establish and culture *Drosophila* cells by supplementing the media with Lepidotera hemolymph proved to be unsuccessful (Schneider 1964). Hence, the understanding that a pool of mitogenic factors in FBS were key to establishing and supporting vertebrate cell and tissue cultures, led to the 5–20% supplementation of FBS to *Drosophila* cell cultures (Echalier 2018). Despite the success in establishing *Drosophila* cell cultures with FBS supplementation, batch variability and the toxicity of non-heat inactivated FBS prompted several attempts to eliminate or reduce FBS content to culture *Drosophila* cells (Echalier 1997).

One of the first attempts at *Drosophila* embryonic/imaginal disc primary cell culture in the absence of FBS and other non-physiological undefined components led to the development of ZW medium (Wyss 1982). ZW base medium supplemented with fly extract (FEx), bovine insulin and ecdysone created an environment for robust proliferation in addition to supporting survival and differentiation of embryonic/imaginal disc cells (Wyss 1982). FEx is a chemically undefined extract from whole flies, the preparation of which involves a 60° heat-treatment combined with ether extraction in earlier protocols (Wyss 1982; Currie *et al.* 1988; Echalier 2018). Wyss established that the active component(s) from FEx essential for supporting cell growth and proliferation is/are heat stable and resistant to ether extraction (Wyss 1982). FEx preparation that did not include ether extraction was sufficient to establish imaginal disc cell lines, albeit in the presence of reduced FBS (2%) serum supplementation (Currie *et al.* 1988). It has since been demonstrated that S2 cells can be adapted to media lacking either FBS or FEx, specifically as protein-synthesizing bioreactors (Galesi *et al.* 2007). However, multiple passaging of S2 cells was not supported, in variants of the Wyss’ ZO media lacking FEx (Burnette *et al.* 2014). Therefore, the options for culturing *Drosophila* cells in FBS-free culture conditions that support routine cell culture manipulations are extremely limited (Luhur *et al.* 2019b).

In this study we investigate whether S2R+ and Kc167 cells can be adapted to and maintained through several passages in serum-free culture conditions. We demonstrated that S2R+ and Kc167 cells can be grown in the absence of vertebrate serum by stepwise reduction in FBS with concomitant increase in FEx. The growth parameters of the FEx-adapted cells were comparable to cells grown in FBS. Freezing and thawing of FEx-adapted cells were not affected. Transfection efficiency, an important attribute for the utility of cell cultures, remained largely unchanged between FEx-adapted *vs.* FBS grown cells. Transcriptomic analyses of S2R+ cells cultured in FEx-supplemented media supported the earlier finding that S2R+ cells bear the signatures of cells from a hematopoietic origin. Lastly, metabolomic analyses of FEx adapted cells revealed largely comparable cellular metabolic content and reduced oxidative stress relative to FBS grown cells. Here, we present an alternative *Drosophila melanogaster* cell culture protocol that is more native and maintains the utility of the cell lines for routine cell culture procedures.

## Material and Methods

### Cell culture

Using best practices described (Luhur *et al.* 2019a; Luhur *et al.* 2019b) *Drosophila* S2R+ (DGRC Stock #150) cells were grown in Shield’s and Sang’s M3 insect media (Sigma) containing bactopeptone (BP) (Sigma), yeast extract (YE) (Sigma) and supplemented with 10% fetal bovine serum (FBS, Hyclone, GE Healthcare). The following procedure (Figure 1) was used to adapt S2R+ cultures to grow in M3 media supplemented with 10% fly extract (M3 +10% FEx). Cells were subcultured at a density of 2 × 10^6^ cells/mL in M3 +0.5X BPYE + 10% FBS for 1 passage, M3 +10% FBS for 1 passage, M3 + 5% FBS + 10% FEx for 1 passage, M3 + 2.5% FBS+ 10% FEx for 1 passage and finally in M3 + 10% FEx. Eventually, the cells were cultured in M3 + 5% FEx for 1 passage before being transferred to M3 + 2.5% FEx (Figure 1). Cells were subcultured every 2-3 days to maintain log-phase growth between 2 × 10^6^ cells/mL to 8 × 10^6^ cells/mL. For cryopreservation, cells cultured in serum containing media were frozen in M3 + BPYE + 20% FBS + 10% DMSO, while cells cultured in fly extract media were frozen in M3 + 20% FEx + 10% DMSO. To obtain the growth curve and doubling time, the cell density was measured at every 23-27 hr for a total of 98 hr.

**Figure 1:**
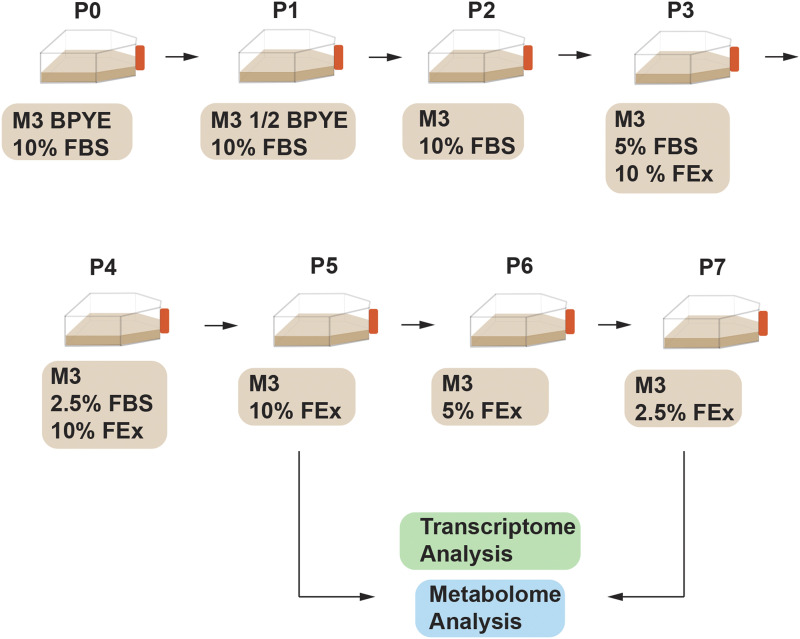
Adapting *Drosophila* S2R+ cells to FEx supplemented media. S2R+ cells were gradually adapted from M3 + BPYE + 10% FBS (MB10) into M3 + 10% FEx and M3 + 2.5% FEx. Transcriptomic and metabolomic analyses were carried out for control cells cultured in MB10 and adapted cells cultured in M3 + 10% FEx and M3 + 2.5% FEx.

Kc167 cells (DGRC Stock #1) were adapted from Hyclone-CCM3 media gradually to grow in 2.5% FEx- supplemented M3 or M3 + BPYE media. Briefly, Kc167 cells were transitioned 1:1 in CCM3:M3 mixed media in passage 1. The cells were then sub-cultured every 3-4 days to maintain log-phase growth between 2 × 10^6^ cells/mL to 8 × 10^6^ cells/mL for three more passages (using a 1:5 or 3:7 dilution in three different media conditions: M3 alone, M3 + 2.5% FEX, M3 + BPYE + 2.5% FEx), to progressively transition the cells to the new media conditions. Subsequent passages were maintained with a seeding density of 2 × 10^6^ cells/mL. For cryopreservation, all three adapted cell lines were frozen in M3 + 10% FEx + 10% DMSO. To obtain the growth curve and doubling time, the cell density was measured every 24 hr for a total of 98 hr.

All adapted cell lines: S2R+ FEx2.5% (DGRC Stock #310), S2R+ FEx10% (DGRC Stock #311), Kc167 M3 (DGRC Stock #312), Kc167 FEx2.5% (DGRC Stock #313), Kc167 MBFEx2.5% (DGRC Stock #314) are available at DGRC.

### Fly extract

Fly extract was derived from adult flies, males and females, (Oregon-R-modENCODE BL25211, Bloomington Drosophila Stock Center) within 1 week of eclosion. For a small-scale preparation, approximately 2 g of flies were needed to make 10 mL of extract. Briefly, 6.8 mL of ice-cold M3 media per gram of flies was used to homogenize the adult flies using a handheld blender (KitchenAid KHB1231ER) and then homogenized on ice by a motorized serrated Size C piston-type pestle (3431F25, Thomas Scientific) in a 55ml Size C Tissue Grinding Vessel (3431E55, Thomas Scientific). The homogenate was centrifuged at 1500 X g at 4° for 15 min. The supernatant was then incubated at 60° for 5 min, after which it is centrifuged at 1500 X g at 4° for 90 min. The resulting supernatant was sterile filtered (0.2 μm) to constitute the fly extract that can be supplemented to culture media or stored at -20°.

### Statistical analysis

To analyze the cell population doubling time, non-linear curve fit was carried out for the various growth profiles using an exponential growth equation (Prism 7.0). We modeled the growth curve with the exponential growth equation using least squares regression method. We asked if the best-fit value of the rate constant (K) of the unshared parameter differ between the data sets. Both the Extra sum-of-squares F test and the Akaike’s Informative Criteria (AICc) were separately used to compare the best-fit values between the data sets. In all comparison methods, the parameter tested was rate constant (K), from which the doubling time can be derived (Doubling time = ln(2)/K). Welch ANOVA multiple comparison test with Tukey correction was used to determine the statistical significance of the mean GFP and transfection intensity of the cells.

### Transfection and fluorescent-activated cell sorting

Cells were transfected with ptubGAL4 (Lee and Luo 2001) and pUAS-GFP plasmids. Briefly, 3 X 10^6^ cells (2 mL at 1.5 X 10^6^ cells/mL) were transfected in 6-well plates. 600 ng of ptub-GAL4 and 600 ng of pUAS-GFP plasmids were mixed 100 μL of buffer EC, 16 μl of Enhancer solution and 16 μl of Effectene reagent (Qiagen). The transfection efficiency was quantitated at 96 hr after transfection using fluorescent-activated cell sorting on a FACS Aria II (IUB Flow Cytometry Core Facility), comparing the population of live GFP (positive) cells to the total live cell population (DAPI negative cells).

### Microscopy and immunofluorescence

Live cells were imaged using Nikon Eclipse TS100 brightfield microscope on a 40X objective. For fluorescent imaging, cells were fixed using 4% paraformaldehyde/1X PBS for 10 min. The cells were then washed in 1X PBS and subsequently mounted on mounting media containing DAPI (Vectashield H-1200) before being imaged on a Leica SP8 Confocal Microscope.

### Total RNA isolation

Total RNA was isolated from S2R+ cells (5 X 10^6^ cells) harvested from the mid-log phase of growth using Trizol LS reagent (Invitrogen) according to the manufacturer’s protocol. Total RNA was subsequently cleaned using RNEasy Mini Kit (Qiagen) according to the manufacturer’s instructions.

### Cell transcriptome analysis

Demultiplexing of the reads was performed with bcl2fastq version 2.20.0 pipeline. Reads were mapped to the *Drosophila melanogaster* dmel_r6.30 using Hisat2 (version 2.1.0). Mapped reads were counted using Samtools (version 1.9) and featureCounts (version 1.6.4). The input files and raw output files have been deposited in NCBI Gene Expression Omnibus. Read normalization for transcriptome analysis was performed using the R Bioconductor package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html) (Robinson *et al.*, 2010). The read counts were normalized using Trimmed Mean of M-values method (TMM) from edgeR to compare between samples (Robinson *et al.* 2010). The R Bioconductor package DESeq2 was used for identifying differentially expressed genes (https://bioconductor.org/packages/release/bioc/html/DESeq2.html).

Data visualization steps were done as described using custom scripts written using R (Buddika *et al.* 2020). Data visualization R scripts in Figure 3 are available upon request. Significantly up- or down-regulated genes were used to identify enriched Gene Ontology (GO) terms using the g:Profiler overrepresentation analysis (ORA) function g:GOSt (https://biit.cs.ut.ee/gprofiler/gost). A selected significantly enriched biological processes GO categories were plotted using R.

### Cell metabolome analysis

For all conditions, cells were plated at a cell count of 1 × 10^6^ and harvested at mid-log phase (4-5 × 10^6^ cells/mL). Either control S2R+ cells cultured in M3 + 10% FBS or S2R+ cells pre-adapted to 2.5% FEx culture condition grown in M3 + 2.5% FEx were pelleted. The respective culture supernatants and pellets were snap frozen in liquid nitrogen and stored in -80° (n = 6). In parallel, both M3 + 10% FBS and M3 + 2.5% FEx media that were not seeded with cells were incubated under identical conditions, immediately frozen in liquid nitrogen and stored in -80°. All the frozen samples were submitted to Utah Metabolomics Core for metabolite extraction and GC-MS based targeted metabolomic analysis.

For extraction, cold 90% methanol (MeOH) solution was added to each sample to give a final concentration of 80% MeOH to the cell pellet. Samples were then incubated at -20° for 1 hr. After incubation the samples were centrifuged at 20,000 × g for 10 min at 4°. The supernatant was then transferred from each sample tube into a labeled, fresh micro centrifuge tube. Pooled quality control samples were made by removing a fraction of collected supernatant from each sample and process blanks were made using only extraction solvent and no cell culture. The samples were then dried *en vacuo*.

### Mass Spectrometry and data analysis of samples

All GC-MS analysis was performed with an Agilent 5977b GC-MS MSD-HES and an Agilent 7693A automatic liquid sampler. Dried samples were suspended in 40 µL of a 40 mg/mL O-methoxylamine hydrochloride (MOX) (MP Bio #155405) in dry pyridine (EMD Millipore #PX2012-7) and incubated for one hour at 37° in a sand bath. 25 µL of this solution was added to auto sampler vials. 60 µL of N-methyl-N-trimethylsilyltrifluoracetamide (MSTFA with 1% TMCS, Thermo Fisher Scientific #TS48913) was added automatically via the auto sampler and incubated for 30 min at 37°. After incubation, samples were vortexed and 1 µL of the prepared sample was injected into the gas chromatograph inlet in the split mode with the inlet temperature held at 250°. A 10:1 split ratio was used for analysis for the majority of metabolites. Any metabolites that saturated the instrument at the 10:1 split were analyzed at a 200:1 split ratio. The gas chromatograph had an initial temperature of 60° for one minute followed by a 10°/min ramp to 325° and a hold time of 10 min. A 30-meter Agilent Zorbax DB-5MS with 10-meter Duraguard capillary column was employed for chromatographic separation. Helium was used as the carrier gas at a rate of 1 mL/min.

Data were collected using MassHunter software (Agilent). Metabolites were identified and their peak area was recorded using MassHunter Quant. Metabolite identity was established using a combination of an in-house metabolite library developed using pure purchased standards, the NIST library and the Fiehn library. Data were analyzed using the “MetaboAnalyst” software tool. For the pathway analysis, all the metabolites that were significantly enriched in a particular set of comparisons were assessed using the MetaboAnalyst pathway analysis module (Xia and Wishart 2010). The parameters used for the pathway analysis module include the *Drosophila melanogaster* pathway library, Fisher’s Exact test to determine the over representation analysis and the relative betweenness centrality as the node importance measure to determine the pathway topology.

### Data availability

All data necessary for confirming the conclusions in this paper are included in this article and in supplemental figures and tables. All cell lines are available upon request from the DGRC, all metabolomic data are included in the manuscript and transcriptomic data has been deposited NCBI Gene Expression Omnibus – accession GSE154485. Supplemental material available at figshare: https://doi.org/10.25387/g3.13050818.

## Results and Discussion

### *Drosophila* cell lines, S2R+ and Kc167, can be adapted to grow in the absence of fetal bovine serum

The embryonically derived *Drosophila* cell line S2R+ cells are grown in Shields and Sang M3 medium, supplemented with bactopeptone and yeast extract (BP+YE) and 10% FBS (abbreviated as MB10). Here, we report the effects of culturing S2R+ line in M3 media lacking BPYE and FBS, instead gradually replacing these components with varying concentrations of *Drosophila* fly extract (FEx). Briefly, S2R+ or Kc167 cells were progressively adapted to grow in a media lacking FBS. Due to widespread cell death upon immediate transition into FBS free culture FEx supplemented media, it was imperative that the transition was gradual. Concomitantly, adult *Drosophila* FEx was supplemented at 10% (v/v) and eventually reduced to 2.5% (v/v) (Figure 1). The additional BP and YE were also excluded from the final media formulation.

We then examined three general properties relevant to the utility of these lines for research application: morphology, growth profiles and transfection efficiency. S2R+ cells stably cultured in M3 + Fly extract (M3 + FEx) media for at least 10 passages shared indistinguishable cellular morphology (Figure 2A-C). The proliferative capacities of the cells were not significantly altered as quantified by the population doubling time (*T_d_*). The *T_d_* of S2R+ cells cultured in MB10, M3 + 10% FEx, and M3 + 2.5% FEx are in the range of 31.87 - 39.93 h, 34.36 - 42.15 h and 35.23 - 44.61 h, respectively (Figure 2D). AICc and F test of the non-linear fitting of the growth curves indicate that the doubling times were not significantly different (*P* = 0.1833 and *P* = 0.3385, respectively). We next measured the transfection efficiency of these cells by measuring the GFP expression resulting from co-transfection of ptub-GAL4 and pUAS-GFP plasmids. Only cells that harbor both plasmids will express cytoplasmic GFP. Overall, S2R+ cells displayed a small but statistically significant reduction in transfection efficiency when cultured in 10% FEx and 2.5% FEx containing media (15.2% and 16.1% respectively), compared to control cells (17.8%) (Figure 2E-I). The mean transgene expression strength was also reduced by 25% in cells cultured in M3 + 10% FEx (*P* = 0.04) and in M3 + 2.5% FEx (*P* = 0.0085), when compared to cell cultured in MB10 (Figure 2F-I). This culture condition could therefore provide an alternative for *Drosophila* cell cultures models that have cellular toxicity associated with the high levels of transgene over-expression (Cherbas and Gong 2014).

**Figure 2:**
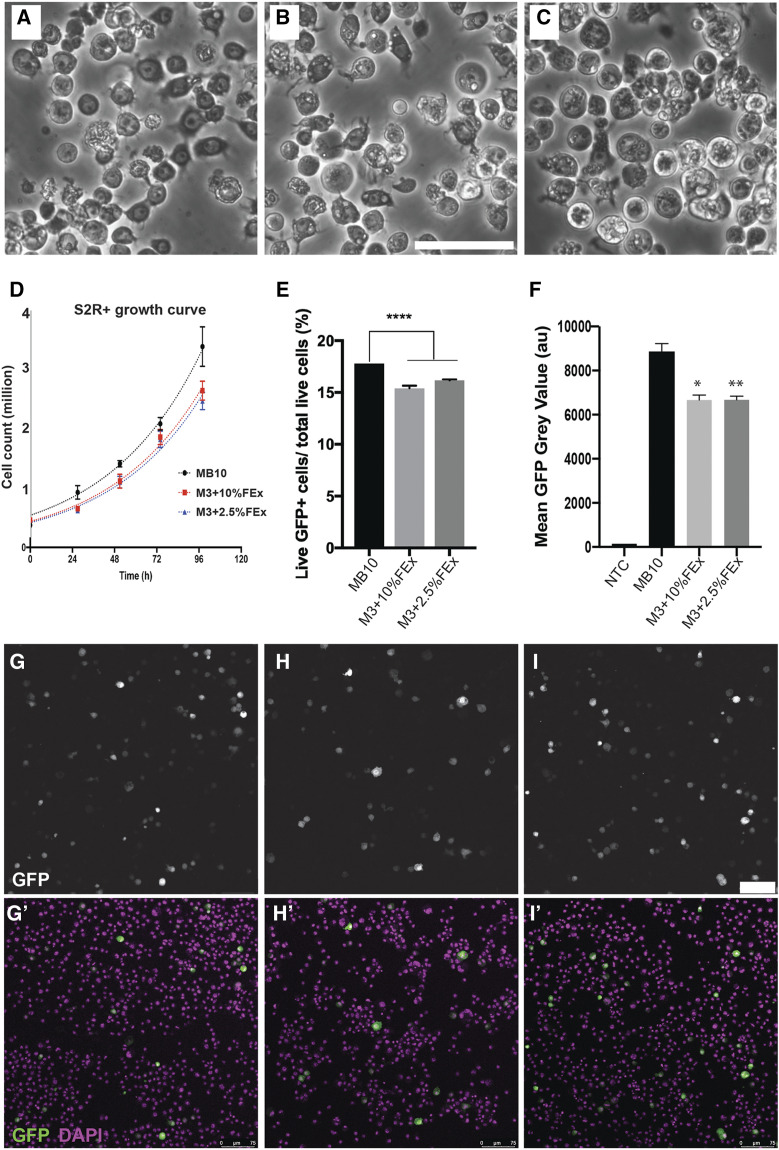
Properties of S2R+ cultures across three culture conditions. (A) The morphology of S2R+ cells grown in M3 + BPYE + 10% FBS (Control). (B) The morphology of S2R+ cells in M3 + 10% FEx. (C) The morphology of S2R+ cells in M3 + 2.5% FEx. Scale bar, 50 μm. (D) The growth curves of S2R+ grown in three distinct media as indicated. (E) A bar graph quantitating the transfection efficiency of S2R+ cells grown in three distinct media as determined by flow cytometry. (n = 3, **** denotes *P* < 0.0001). (F) A bar graph quantitating the GFP expression intensity of S2R+ cells grown in the three distict media as determined by flow cytometry. (n = 3, * denotes *P* = 0.0416 and ** denotes 0.0085, relative to MB10 control), NTC – non-transfected control. (G) Micrograph of S2R+ cells transfected with ptub-GAL4 and pUAS-GFP grown in control media, (H) M3 + 10% FEx and (I) M3 + 2.5% FEx. Scale bar, 75 μm. GFP expression labels cells harboring ptub-GAL4 and pUAS-GFP. DAPI marked the total cells.

With the successful adaptation of S2R+ cells, we also tested whether we could adapt another commonly used embryonic derived cell line, Kc167, to medium with or without fly extract, potentially revealing a media recipe that would be beneficial for many different *Drosophila* cell lines. Kc167 cells have traditionally been cultured in the proprietary HyClone-CCM3 serum-free media, in which the ingredients are completely unknown, or in M3 + BPYE + 10% FBS. For our comparisons we utilized the following media conditions: CCM3, M3 media alone, M3 + BYPE + 2.5% FEx, and M3 + 2.5% FEx. In all conditions, we observed that Kc167 cells had identical morphology (Figure S1A-B), but cells in M3 media alone were more prone to form aggregates during log phase. The cells proliferated slower in both M3 (*T_d_* = 52.5 – 89 h) and M3 + 2.5% FEx (*T_d_* = 54.4 - 80.23h), compared to control cells in CCM3 media (*T_d_* = 47.72 - 77.4h) (Figure S1C). Whereas, cells cultured in M3 + BPYE + 2.5% FEx displayed comparable growth profile (*T_d_* = 47.26h – 67.4h) as cells in CCM3 media (Figure S1C). Moreover, the media conditions did not prevent the ability to transfect the cells but there were notable differences in both the strength of transgene expression and transfection efficiency (Figure S1D-E). Generally, Kc167 cells cultured in M3 alone or in M3 + 2.5% FEx exhibited higher transfection efficiency (47.4% and 40.4%, respectively), compared to Kc167 cells cultured in CCM3 (29.1%). Notably, supplementing BPYE to M3 + 2.5% FEx resulted in the lowest transgene expression and transfection efficiency (Figure S1D-E). Our data demonstrated that other than the slightly slower growth rates, Kc167 cells were fully adaptable to our M3 + 2.5% FEx media. Lastly, for the importance to the utility of these adapted lines, all cell lines, S2R+ and Kc167, could be cryopreserved in a serum-free media and subsequently revived. Overall, in terms of the general utility of the S2R+ and Kc167 cells adapted to fly extract, we believe none of the noted different parameters hamper the utility of these cells for transgene analyses. As such, we have designated these FEx-adapted cell lines as new resources available for further biological experimentation.

### The transcriptome of cells cultured in FEx retain a hemocyte transcriptional profile

S2R+ cell line is one of the most commonly used *Drosophila* cell lines and, as such, we chose this line to investigate whether the change in culture conditions was drastically altering the nature of these cells. S2R+ cells were derived from the late embryonic stages of development (Schneider 1972) and these cells exhibited a transcriptional profile indicative of cells of the hematopoietic origin (Cherbas *et al.* 2011). 

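RNA was sequenced from S2R+ cells in 3 media, with 3 replicate cultures of each. MB10 is M3 medium with bactopeptone, yeast extract and 10% FBS. M3 + 10% FEx and M3 + 2.5% FEx hold no serum and none of the added bactopeptone and yeast extract. They are supplemented with an extract of homogenized adult flies. A comparison with MB10 does not separate the effects of these changes in the medium. MB10 held the control line and each FEx medium 1 adapted line, and the line in M3 + 2.5% FEx was derived from the line in M3 + 10% FEx, so that a change fixed in a line during adaptation cannot be told apart from an effect of its medium. The authors mapped the reads with Hisat2, counted them per gene with featureCounts and deposited the read counts without normalization. How reads that map to several places, or to a strand with overlapping genes, were counted is not named in the paper's text. The counts cover 17562 genes, of which 14044 had at least 1 count in the 9 libraries. Library totals ran from 20694827 to 29076620 counts, with medians of 22380465 in MB10, 23711520 in M3 + 2.5% FEx and 22557908 in M3 + 10% FEx. At this depth, 3 counts in an MB10 library stand for 0.139 CPM, edgeR's measure of a count as a share of its library, and a fold change against libraries that all hold 3 counts or fewer is given as a lower bound. Counts were normalized by the TMM method of edgeR, and expression is given as TMM-normalized CPM, with the mean and SD of the 3 replicates. Differential expression was tested with edgeR's quasi-likelihood F test (two-sided) in 1 model of all 9 libraries, over the 8705 genes kept by edgeR's expression filter. P-values were adjusted by the Benjamini-Hochberg method within each of 3 comparisons, and standard errors are the log2 fold change divided by the square root of F. A gene was counted as DE at an adjusted p under 0.05 and a log2 fold change above 1 or below -1. Replicate libraries of 1 medium differed by more than counting error, with a chi-square of 9.75 to 66.1 per degree of freedom. Positions are from the BDGP6.54 annotation of Ensembl, which places genes on the same assembly as the authors' mapping but is a later annotation.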

To investigate the nature of these cells, we used RNA-seq to survey and compare the transcriptomes of S2R+ lines cultured in MB10, M3 + 10% FEx, and M3 + 2.5% FEx (Figure S2A). Any transcript with a normalized expression value greater than 10 in each replicate was considered to be expressed in S2R+ cells under each culture condition. We identified 6549 expressed genes in the three culture conditions (TMM normalized expression value > 10) and 94% (6164/6549) of the genes were commonly expressed in all conditions (Figure S2B). 

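In the TMM-normalized values recomputed from the counts, 6623 genes exceeded 10 CPM in all 3 replicates of at least 1 medium. Of these, 6416 were expressed in MB10, 6418 in M3 + 2.5% FEx and 6390 in M3 + 10% FEx. In all, 6201 genes, or 93.6%, were expressed in every medium (95% Wilson confidence interval 93.01 to 94.19%, which treats genes as independent and covers counting error only). Another 68 genes were shared by MB10 and M3 + 2.5% FEx alone, 23 by MB10 and M3 + 10% FEx alone, and 108 by the FEx media alone. With each library left out in turn, the shared percentage was 93.4 to 93.7%. The alternative that moved it most set the threshold of 10 on TMM-normalized counts in place of CPM, which gave 92.5%.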

110, 28 and 50 genes were exclusively expressed in cells cultured in MB10, M3 + 2.5% FEx and M3 + 10% FEx, respectively (Figure S2B). 

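By the same threshold, 124 genes were expressed in MB10 only, 41 in M3 + 2.5% FEx only and 58 in M3 + 10% FEx only. Most of them were also detected elsewhere just under the threshold. The mean of another medium was above 5 CPM for 104 of the 124 genes, 39 of the 41 and 52 of the 58. The median expression of the 124 genes was 12.9 CPM in MB10 and 8.94 CPM in the higher of the FEx media. Genes expressed in M3 + 2.5% FEx only had a median of 12.3 CPM there and 9.80 CPM in the higher of the other media, and those expressed in M3 + 10% FEx only had 12.7 and 9.30 CPM. In at least 1 of the comparisons that involve the medium itself, 49, 20 and 31 of these genes, in the order MB10, M3 + 2.5% FEx and M3 + 10% FEx, were DE. Leaving out each library in turn gave 106 to 150, 35 to 52 and 47 to 67 genes.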

To query the overall similarity of the three datasets, we calculated Spearman and Pearson correlation coefficients for each pairwise comparison. Our results indicated a strong positive correlation between transcriptomes, indicating that the overall gene expression profiles for the three conditions are globally similar (Figure S2C). 

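Correlations were computed across the 6623 expressed genes on log2 of the mean CPM plus 1. Genes are not independent replicates, so no p-value is given. MB10 and M3 + 2.5% FEx had a Pearson coefficient of 0.947 and a Spearman coefficient of 0.962. For MB10 and M3 + 10% FEx the coefficients were 0.931 and 0.946, and for the pair of FEx media they were 0.986 and 0.985. The means over the 3 pairs were 0.954 (Pearson) and 0.964 (Spearman). Replicate libraries within a medium correlated at 0.981 to 0.998 (Pearson) over 9 pairs, and single libraries of different media at 0.918 to 0.987 over 27 pairs. Taking all genes with at least 1 count moved the mean Pearson coefficient most, to 0.992.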

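In cells cultured in M3 + 2.5% FEx, 742 genes were DE against MB10, of which 487 were higher and 255 lower. In M3 + 10% FEx, 955 genes were DE, of which 639 were higher and 316 lower. With each library left out in turn, the counts were 737 to 774 and 952 to 1011. DESeq2, which the authors used, gave 768 and 1061 genes, of which 689 and 911 were also called by edgeR. Keeping only genes with at least 10 counts in every library moved the counts most, to 406 and 554. That filter removes genes that are silent in 1 medium. Replicates of different media share numbers, so pairing was checked as the mean correlation of same-numbered libraries after removal of medium means. It was -0.226 for M3 + 2.5% FEx and MB10, outside the range of -0.1 to 0.1 set for no pairing, and 0.0141 for M3 + 10% FEx and MB10. With the replicate number added to the model as a block, 724 and 946 genes were DE, and 723 and 943 of them were shared with the model without it.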

Despite this global similarity, we identified 721 and 977 differentially expressed (DE) transcripts (false discovery rate adjusted p-value (FDR) <0.05 and Log_2_ fold change > 1 or < -1) in cells cultured in M3 + 2.5% FEx and M3 + 10% FEx, respectively when compared to the control cells in MB10 (Figure 3A-B). 

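Of the genes with higher expression, 437 were DE in both FEx media, 50 in M3 + 2.5% FEx only and 202 in M3 + 10% FEx only. The median log2 fold change of the 437 shared genes was 2.11 in M3 + 2.5% FEx and 2.57 in M3 + 10% FEx, and 298 of them had the larger change in M3 + 10% FEx. In the direct comparison of the FEx media, 196 of the 437 were higher and 63 lower in M3 + 10% FEx at an adjusted p under 0.05. Of the 202 genes that passed in M3 + 10% FEx only, 142 were higher there in the direct comparison, and the rest were not shown to differ between the FEx media in that direction. Of the 50 genes that passed in M3 + 2.5% FEx only, 27 were lower in M3 + 10% FEx in the direct comparison.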

Notably, 445 common transcripts were upregulated in cells cultured in the two different FEx supplemented media (Figure 3C). Similarly, 140 transcripts were commonly down-regulated (Figure 3D). 

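Among genes with lower expression, 174 were DE in both FEx media, 81 in M3 + 2.5% FEx only and 142 in M3 + 10% FEx only. The shared genes had a median log2 fold change of -1.69 in M3 + 2.5% FEx and -1.86 in M3 + 10% FEx, with the larger change in M3 + 10% FEx for 98 of them. Directly compared, 32 of the 174 were lower and 12 higher in M3 + 10% FEx. Of the 142 genes in M3 + 10% FEx only, 94 were lower there in the direct comparison. No gene was DE in opposite directions in the FEx media, and 1048 of the 1086 genes that were DE in either medium had the same sign in both. Both comparisons use the same MB10 libraries, and the genes were selected as DE, so signs would agree in part without a shared effect. The size of that part was not computed. Leaving out each library in turn gave 165 to 174 shared genes with lower expression and 433 to 447 with higher expression.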

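A list of 26 immune genes was set before the data were examined: the PGRP, Diptericin, Cecropin and Attacin genes with Metchnikowin, Drosomycin and Drosocin. Of these, 22 passed the expression filter, and 17 of the 22 (77.3%) were DE with higher expression in M3 + 2.5% FEx. Of the other genes tested, 5.41% were higher by the same thresholds (two-sided Fisher's exact test, p = 7.99e-18, odds ratio 59.4, over 8705 genes). The list follows the gene families that the paper names in its account of these data and in Figure 3, so a rise was known beforehand and the test gives its size rather than independent evidence for it. Genes of 1 pathway do not vary independently, which the test assumes. With p-values adjusted over the list alone, 17 genes passed both thresholds. With each library left out in turn, 17 or 18 of the listed genes passed. The GO terms themselves were not tested here.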

Gene ontology (GO) enrichment analysis of the upregulated genes in cell cultured in M3 + 2.5% FEx revealed multiple categories that fall broadly into immune response, cell adhesion, cell junction organization and cell signaling (Figure 3E). In contrast, similar analysis for the transcripts that were downregulated did not significantly enrich for any biological processes GO terms.

**Figure 3:**
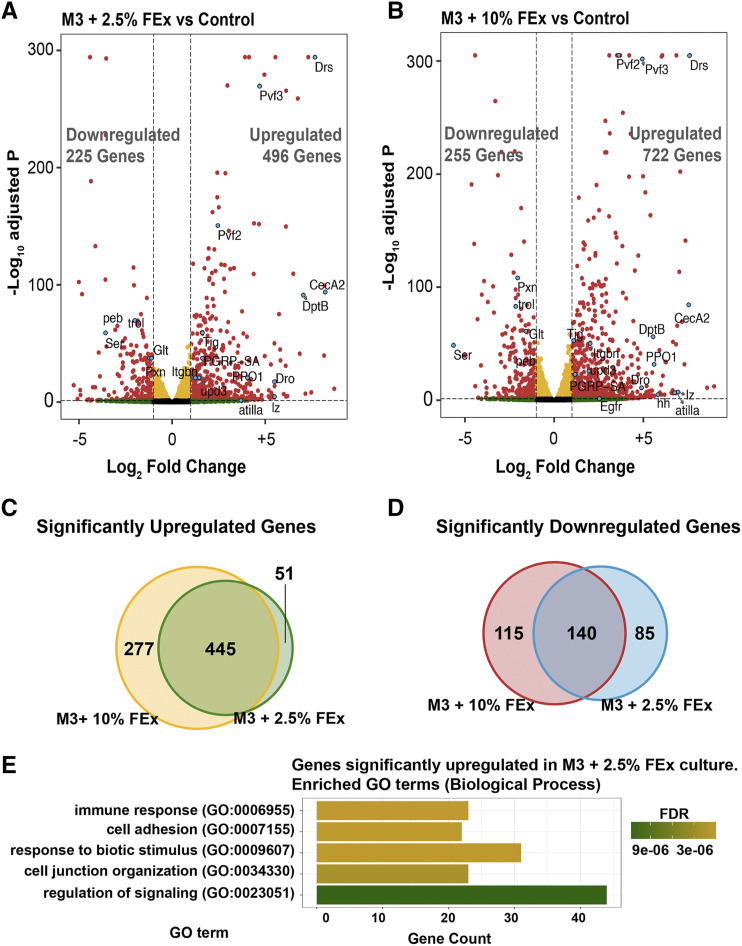
Differential gene expression in S2R+ cultures across three culture conditions. (A) Volcano plot of differentially expressed genes from comparison of cells cultured in M3 + 2.5% FEx to control or (B) M3 + 10% FEx to control. Each dot represents a single gene. Yellow indicates a false discovery rate adjusted p-value (FDR) < 0.05 and a Log2 fold change < 1 or > -1. Green indicates Log_2_ fold change > 1 or < -1 and an FDR >= 0.05. Red indicates an FDR < 0.05 and Log_2_ fold change > 1 or < -1. A select number of genes highlighted in cyan were discussed in the text. Venn diagram showing the overlap of (C) significantly upregulated (FDR < 0.05 and Log_2_ fold change > 1) or (D) significantly downregulated (FDR < 0.05 and Log_2_ fold change < -1) genes in M3 + 2.5% FEx and M3 + 10% FEx compared to control cultures. (E) Bar plot showing a selected set of significantly enriched Gene Ontology (GO) terms for genes that are significantly upregulated (adjusted *P* < 0.05 and log_2_ fold change > 1) in cells cultured in M3 + 2.5% FEx compared to control.

The GO terms enriched for genes upregulated in S2R+ FEx adapted cells were not surprising given the origin of cell line and the culture conditions. 

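Of the 22 immune genes tested, 17 were also DE in M3 + 10% FEx with higher expression against MB10 (two-sided Fisher's exact test, p = 7.94e-16, odds ratio 44.1, with the same limits), and they were the same 17 genes as in M3 + 2.5% FEx. The 17 did not rise further with more extract. In M3 + 10% FEx, 16 of them were lower than in M3 + 2.5% FEx, 11 of these at an adjusted p under 0.05 over all genes and 12 over the list of 17. Their median log2 fold change against MB10 was 6.77 in M3 + 2.5% FEx and 5.51 in M3 + 10% FEx. Drs (FBgn0283461), the Drosomycin gene on chromosome arm 3L from 3369556 to 3369942, was at 2.56 ± 0.291 CPM in MB10 (SD, n = 3), 515 ± 34.3 CPM in M3 + 2.5% FEx and 497 ± 33.2 CPM in M3 + 10% FEx. Its log2 fold change against MB10 was 7.64 (standard error 0.12, adjusted p = 1.03e-12) in M3 + 2.5% FEx and 7.59 (standard error 0.12, adjusted p = 5.99e-13) in M3 + 10% FEx, with no detectable difference between the FEx media (adjusted p = 0.671).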

The high expression of genes involved in mounting an immune response could be attributed to the cells responding to factors present in the fly extract. Such factors may include the soluble bacterial lipopolysaccharide (LPS) and/or insoluble peptidoglycans that may be present in the extract. These factors can induce the upregulation a number of innate immune response genes including *PGRPs*, *Diptericins*, *Cecropins*, *Attacins* and *Metchnikowin*, as has been reported in the *Drosophila* mbn-2 cell line (Choe *et al.* 2002).

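Among the PGRP genes, 9 of 13 passed the expression filter and 4 were DE with higher expression in both FEx media. These were PGRP-SA, PGRP-SC2, PGRP-SD and PGRP-LB. At an adjusted p under 0.05 without the fold threshold, 6 of the 9 were higher and 1 lower in M3 + 2.5% FEx. By the same measure, 5 were higher and 3 lower in M3 + 10% FEx. PGRP-SA (FBgn0030310, chromosome X from 11561643 to 11562779) was at 19.6 ± 3.47 CPM in MB10 and 63.4 ± 6.99 CPM in M3 + 2.5% FEx (SD, n = 3), a log2 fold change of 1.70 (standard error 0.12, adjusted p = 2.95e-07). It was 1.22 (standard error 0.12, adjusted p = 4.27e-06) in M3 + 10% FEx. The receptor gene PGRP-LC did not differ detectably in M3 + 2.5% FEx (log2 fold change 0.02, adjusted p = 0.883) and was lower in M3 + 10% FEx (log2 fold change -0.50, adjusted p = 0.00417), and PGRP-LA was lower in both (log2 fold changes -0.53 and -0.48, adjusted p = 7.28e-04 and 9.70e-04). Both Diptericin, all 4 Cecropin and all 4 Attacin genes were DE with higher expression in both FEx media. DptB (FBgn0034407, chromosome arm 2R from 18867391 to 18867895, overlapped on the opposite strand by CG43109) had 3 to 12 counts per library in MB10 and 867 to 1057 counts in M3 + 2.5% FEx, with log2 fold changes of 7.00 (standard error 0.22, adjusted p = 2.53e-10) in M3 + 2.5% FEx and 5.51 (standard error 0.24, adjusted p = 2.94e-09) in M3 + 10% FEx. CecA2 (FBgn0000277, chromosome arm 3R from 30212156 to 30212568) had the largest rise of the Cecropin genes, with log2 fold changes of 8.15 (standard error 0.25, adjusted p = 2.40e-10) and 6.85 (standard error 0.27, adjusted p = 1.23e-09) in the same order. The CecA2 changes were 7.67 to 9.79 and 6.36 to 8.48 when each library was left out in turn. Those of DptB were 6.73 to 7.71 and 5.24 to 6.22. CecA1 and CecA2 are near-identical copies whose reads cannot be assigned with certainty, and their summed counts rose by 7.43 and 6.14 on the log2 scale. For AttB (FBgn0041581, chromosome arm 2R from 14749223 to 14750165), whose reads may likewise be shared with AttA, the log2 fold changes were 8.13 (standard error 0.14, adjusted p = 1.46e-12) and 7.49 (standard error 0.14, adjusted p = 2.27e-12). Mtk (FBgn0014865, chromosome arm 2R from 15408846 to 15409113) rose from 1 to 5 counts per library in MB10 to 368 to 395 counts in M3 + 2.5% FEx and 195 to 297 counts in M3 + 10% FEx, with log2 fold changes of 6.78 (standard error 0.21, adjusted p = 2.53e-10) and 6.16 (standard error 0.22, adjusted p = 6.98e-10). Dro (FBgn0010388, chromosome arm 2R from 14745961 to 14746714), the Drosocin gene, had at most 3 counts in an MB10 library and was at least 24.76-fold higher in M3 + 2.5% FEx and at least 16.46-fold higher in M3 + 10% FEx. PGRP-LA, PGRP-LC, PGRP-SC2, PGRP-SD and PGRP-LB were named after their values were seen.

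**Figure D1:**
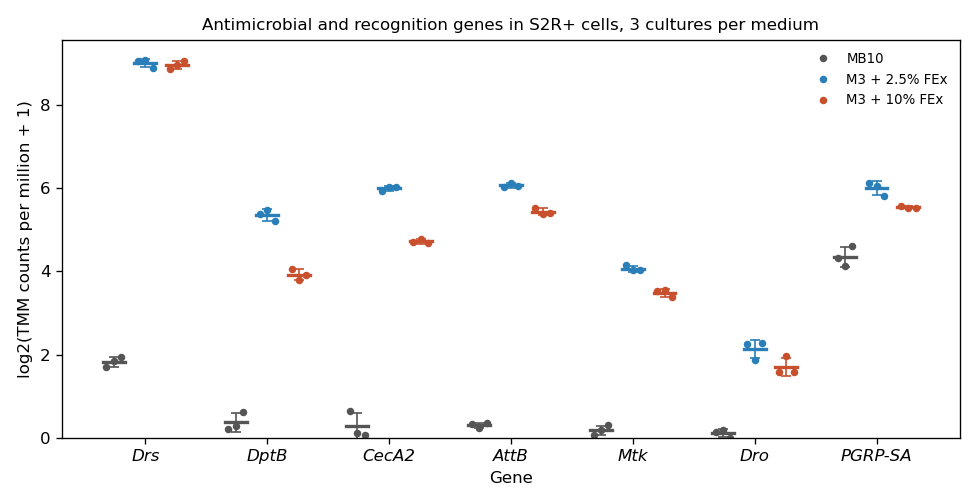
Expression of 7 immune genes as log2 of TMM-normalized CPM plus 1. Points are the 3 replicate cultures of each medium, and bars show their mean and SD. Every FEx culture is above every MB10 culture for each gene shown.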

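A list of 26 hemocyte marker genes was set before the data were examined, and 23 of them passed the expression filter. NimC1, gcm and gcm2 did not. In M3 + 2.5% FEx, 11 of the 23 genes were higher and 12 lower than in MB10, and 10 passed an adjusted p under 0.05, whether adjusted over all genes or over the list alone. With the fold threshold added, lz, PPO1, atilla, ItgaPS4 and Itgbn were higher, and Pxn and trol were lower. The paper reports changes of all of these genes in the same data, so their passing is not independent evidence. In M3 + 10% FEx, 18 of the 23 passed an adjusted p under 0.05 by either adjustment. There the genes He and drpr also passed both thresholds with higher expression, and Hml with lower expression. As a set, the markers had no detectable shift against the other genes (camera test of limma, adjusted p = 0.508 in M3 + 2.5% FEx and 0.573 in M3 + 10% FEx, over 10 set tests). With the replicate number as a block, the adjusted p-values were 0.484 and 0.621. Their mean log2 fold change exceeded that of the other genes by 0.452 and 0.750, and their median was -0.036 and 0.061, in the same order. With at least 10 counts required in every library, the mean differences were -0.0315 and -0.0779. Hml, He and drpr were named after their values were seen.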

Previous tiling array and RNA-seq experiments have suggested that S2 lines to be of hematopoietic origin (Cherbas *et al.* 2011) and these FEx-adapted S2R+ lines also maintain the expression of many of classic hematopoietic markers. Cells cultured in FEx supplemented media had elevated transcripts for the ligands (*pvf2* and *pvf3*) of the PDGF/VEGF (Platelet-Derived Growth Factor/Vascular Endothelial Growth Factor)-receptor related (PVR) signaling pathway (Clauss 2000) (Figure 3A-B, Table S1, S2). 

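Pvf2 (FBgn0031888, chromosome arm 2L from 7069536 to 7084635, overlapped on the opposite strand by Ugt307A1) was expressed at 22.8 ± 1.03 CPM in MB10, 123 ± 7.99 CPM in M3 + 2.5% FEx and 274 ± 23.8 CPM in M3 + 10% FEx (SD, n = 3). The log2 fold change against MB10 was 2.43 (standard error 0.08, adjusted p = 5.64e-10) in M3 + 2.5% FEx. Pvf3 (FBgn0085407, chromosome arm 2L from 7098188 to 7157695) was at 3.69 ± 0.797 CPM, 93.7 ± 5.52 CPM and 113 ± 7.63 CPM in the same media. Its log2 fold changes were 4.67 (standard error 0.12, adjusted p = 5.32e-11) and 4.94 (standard error 0.12, adjusted p = 2.43e-11), and the FEx media did not differ detectably (adjusted p = 0.0587). With each library left out in turn, the log2 fold change of Pvf2 in M3 + 2.5% FEx stayed at 2.39 to 2.47 and that of Pvf3 at 4.51 to 4.83.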

The PVR pathway has been shown to be necessary for hemocyte viability in cultured cells and *in vivo* (Brückner *et al.* 2004). There are three types of mature hemocytes in *Drosophila*: phagocytic plasmatocytes, crystal cells with roles in innate immunity, and lamellocytes, which respond to parasitic wasp infections (Banerjee *et al.* 2019). Our data also indicated reduced transcript expression for plasmatocytes markers: *Peroxidasin* (*pxn*) (Kurucz *et al.* 2007) and trol the *Drosophila* ortholog of mammalian Perlecan (Matsubayashi *et al.* 2017), but an increase in integrins (*itgbn*) important for phagocytosis (Nonaka *et al.* 2013) (Figure 3A, 3B, Table S1, S2). 

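Pxn (FBgn0011828, chromosome arm 3L from 2601455 to 2630064) fell from 377 ± 34.9 CPM in MB10 to 162 ± 12.9 CPM in M3 + 2.5% FEx and 89.3 ± 6.17 CPM in M3 + 10% FEx (SD, n = 3). The log2 fold changes were -1.22 (standard error 0.09, adjusted p = 3.45e-07) and -2.08 (standard error 0.09, adjusted p = 2.62e-09). A noncoding gene overlaps Pxn on the same strand and CG16986 on the opposite strand. For trol (FBgn0284408, chromosome X from 2470460 to 2545427), which contains a microRNA gene on the same strand, expression was 183 ± 14.6 CPM in MB10, 58.8 ± 2.01 CPM in M3 + 2.5% FEx and 44.7 ± 4.34 CPM in M3 + 10% FEx. Its log2 fold changes were -1.63 (standard error 0.08, adjusted p = 1.73e-08) and -2.03 (standard error 0.08, adjusted p = 2.02e-09). Both genes were lower in M3 + 10% FEx than in M3 + 2.5% FEx, with log2 fold changes of -0.86 (standard error 0.09, adjusted p = 3.62e-05) for Pxn and -0.39 (standard error 0.08, adjusted p = 0.00557) for trol. The integrin gene Itgbn (FBgn0010395, chromosome arm 2L from 21053033 to 21058044, overlapped on the opposite strand by CG9265) rose from 21.4 ± 4.42 CPM to 51.5 ± 2.65 CPM and 86.4 ± 1.84 CPM, with log2 fold changes of 1.26 (standard error 0.12, adjusted p = 5.04e-06) and 2.01 (standard error 0.12, adjusted p = 4.95e-08).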

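PPO1 (FBgn0283437, chromosome arm 2R from 17887220 to 17889973) had 1 to 6 counts per library in MB10, 57 to 74 counts in M3 + 2.5% FEx and 164 to 242 counts in M3 + 10% FEx. Its expression in the FEx media was 2.66 ± 0.347 CPM and 8.10 ± 0.627 CPM (SD, n = 3), with log2 fold changes of 3.94 (standard error 0.31, adjusted p = 8.64e-07) and 5.54 (standard error 0.25, adjusted p = 4.77e-09). The gene lz (FBgn0002576, chromosome X from 9284649 to 9303636) had 0 to 1 counts per library in MB10, 10 to 23 counts in M3 + 2.5% FEx and 43 to 57 counts in M3 + 10% FEx. It was at least 4.81-fold higher in M3 + 2.5% FEx (adjusted p = 1.58e-04) and at least 14.61-fold higher in M3 + 10% FEx (adjusted p = 9.97e-07). For PPO2 and PPO3, the other prophenoloxidase genes, no difference from MB10 was detectable in M3 + 2.5% FEx (adjusted p = 0.149 and 0.193) or in M3 + 10% FEx (adjusted p = 0.454 and 0.561).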

The expression of crystal cells markers *Prophenoloxidase* *1* (*ppo1*) (Binggeli *et al.* 2014; Neyen *et al.* 2015) and *lozenge** (**lz*) (Lebestky *et al.* 2000) were also increased. In addition, we noted an increased expression of lamellocyte markers, such as *atilla* (Kurucz *et al.* 2007) and α-PS4 integrins (Irving *et al.* 2005) (Figure 3A, 3B, Table S1, S2). 

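The gene atilla (FBgn0032422, chromosome arm 2L from 12175451 to 12177886) was close to the lowest level the depth can show, with 0 to 1 counts per library in MB10, 3 to 6 counts in M3 + 2.5% FEx and 40 to 48 counts in M3 + 10% FEx. It was at least 1.4-fold higher in M3 + 2.5% FEx (adjusted p = 0.00796) and at least 13.71-fold higher in M3 + 10% FEx (adjusted p = 4.16e-07). DESeq2 on MB10 and M3 + 2.5% FEx alone did not call atilla in M3 + 2.5% FEx. ItgaPS4 (FBgn0034005, chromosome arm 2R from 15258761 to 15262873, overlapped on the opposite strand by Trpm), which encodes the α-PS4 integrin, was at 3.04 ± 0.702 CPM in MB10, 14.4 ± 1.88 CPM in M3 + 2.5% FEx and 43.0 ± 1.21 CPM in M3 + 10% FEx (SD, n = 3). Its log2 fold changes were 2.24 (standard error 0.15, adjusted p = 1.75e-07) and 3.81 (standard error 0.14, adjusted p = 7.91e-10).

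**Figure D2:**
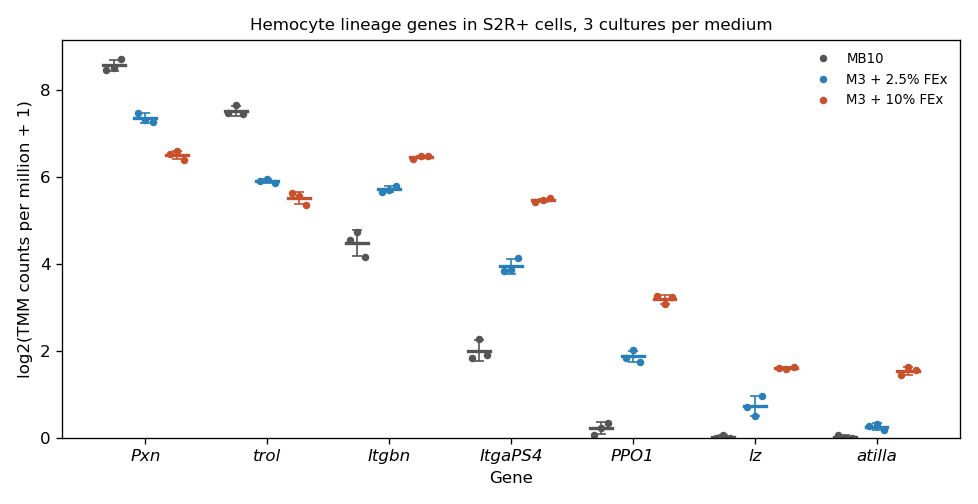
Expression of 7 hemocyte lineage genes as log2 of TMM-normalized CPM plus 1. Points are the 3 replicate cultures of each medium, and bars show their mean and SD. Pxn and trol are lower in every FEx culture than in any MB10 culture, and the other 5 genes are higher.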

Circulating hemocytes also secrete extracellular matrix (ECM) proteins such as Tiggrin (*tig*) (Fogerty *et al.* 1994), Glutactin (*glt*) (Fessler and Fessler 1989) and Lamins (Kusche-Gullberg *et al.* 1992; Banerjee *et al.* 2019). Notably, S2R+ cells cultured in media supplemented with two distinct fly extract concentrations exhibited changes in the expression of transcripts encoding for these molecules (Figure 3A, 3B, Table S1, S2).

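Tig (FBgn0011722, chromosome arm 2L from 6415179 to 6423310, overlapped on the opposite strand by CG13982) was expressed at 50.6 ± 5.29 CPM in MB10, 154 ± 16.5 CPM in M3 + 2.5% FEx and 144 ± 3.38 CPM in M3 + 10% FEx (SD, n = 3). Its log2 fold changes were 1.61 (standard error 0.09, adjusted p = 5.17e-08) and 1.51 (standard error 0.09, adjusted p = 6.37e-08). Glt (FBgn0001114, chromosome arm 2L from 8672698 to 8676804, overlapped on the opposite strand by CG9287) was at 1578 ± 163 CPM, 741 ± 31.9 CPM and 582 ± 17.6 CPM in the same media, with log2 fold changes of -1.09 (standard error 0.09, adjusted p = 1.27e-06) and -1.44 (standard error 0.09, adjusted p = 7.60e-08). A list of 13 genes, set before the data were examined, held genes for secreted and matrix proteins, with the laminin genes among them. It also held the lamin genes Lam and LamC, as the paper writes of lamins. Of the lamin genes, LamC was higher in M3 + 2.5% FEx (log2 fold change 1.22, adjusted p = 6.14e-05) and in M3 + 10% FEx (log2 fold change 1.88, adjusted p = 6.94e-07), and Lam had log2 fold changes of -0.10 and -0.22. The laminin genes LanA, LanB1 and LanB2 did not differ from MB10 in M3 + 2.5% FEx (adjusted p = 0.481, 0.306 and 0.778). In M3 + 10% FEx, LanB1 (log2 fold change -0.71, adjusted p = 1.65e-05) and LanB2 (log2 fold change -0.33, adjusted p = 0.00203) were lower, and LanA had a log2 fold change of 0.04. Over the 13 genes, 10 were lower than MB10 in each FEx medium, with 5 DE genes in each. These counts include Lam and LamC, so they are not counts of matrix genes alone.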

Withdrawing FBS and introducing the exogenous fly extract into the culture media may alter the regulation of signaling pathways (Figure 3E). From the RNAseq data, we queried the transcriptional output for the ligands and the corresponding receptors for the major signaling pathways including Insulin, Notch, JAK/STAT, EGFR, Hippo, TGF-b, Hedgehog, TNF-a, TOR and Wnt pathways. We found that the transcripts for factors in the JAK/STAT pathway, which are known to regulate hemocyte proliferation: *upd2* (2.4 fold) and *upd3* (2.9 fold), *dome* (1.5 fold) and *socs36E* (2.5 fold) were elevated (Figure 3A, B, Table S1, S2). This result paralleled the observation that *upd3* transcripts were elevated in adult hemocytes as an immune response to septic injury (Agaisse *et al.* 2003; Chakrabarti *et al.* 2016). 

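In M3 + 2.5% FEx, upd2 (FBgn0030904, chromosome X from 18240654 to 18243284) was 2.19-fold higher than in MB10, with a log2 fold change of 1.13 (standard error 0.18, adjusted p = 3.62e-04) and expression of 0.931 ± 0.0945 CPM in MB10 and 2.05 ± 0.228 CPM in M3 + 2.5% FEx (SD, n = 3). upd3 (FBgn0053542, chromosome X from 18277233 to 18284596) was 2.85-fold higher, from 3.21 ± 0.527 CPM to 9.21 ± 0.646 CPM, with a log2 fold change of 1.51 (standard error 0.13, adjusted p = 2.97e-06). The receptor gene dome (FBgn0043903, chromosome X from 19676061 to 19683518) rose 1.47-fold, from 48.1 ± 3.72 CPM to 70.6 ± 8.85 CPM. Its log2 fold change of 0.55 (standard error 0.09, adjusted p = 4.44e-04) is below the fold threshold for DE genes. Socs36E (FBgn0041184, chromosome arm 2L from 18138675 to 18152417) rose 2.46-fold, from 37.2 ± 0.958 CPM to 91.5 ± 3.51 CPM, with a log2 fold change of 1.30 (standard error 0.06, adjusted p = 6.84e-09). The fold changes against MB10 in M3 + 10% FEx were 2.42 for upd2, 3.97 for upd3, 1.81 for dome and 3.70 for Socs36E. With each library left out in turn, the log2 fold changes in M3 + 2.5% FEx were 1.06 to 1.24 for upd2, 1.41 to 1.60 for upd3, 0.46 to 0.65 for dome and 1.28 to 1.33 for Socs36E.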

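Ser (FBgn0004197, chromosome arm 3R from 27172090 to 27194267) was expressed at 12.0 ± 0.124 CPM in MB10 and 0.998 ± 0.0753 CPM in M3 + 2.5% FEx (SD, n = 3), an 11.9-fold decrease. The log2 fold change was -3.58 (standard error 0.12, adjusted p = 5.75e-10) and stayed at -3.62 to -3.52 with each library left out in turn. Of the 2 Notch pathway genes tested from a list of 3, Ser alone was DE in M3 + 2.5% FEx.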

The Notch signaling pathway is known to regulate hemocyte differentiation (Duvic *et al.* 2002; Lebestky *et al.* 2003; Banerjee *et al.* 2019) and we noted that the transcript expression for the Notch ligand, Serrate (*Ser*) was strongly dampened (11.8 fold) (Figure 3A, B Table S1, S2) in cells cultured in the FEx-supplemented media, suggesting an insight into the cellular differentiation status. The transcript expression for members of the other signaling pathways did not appear to be substantially altered in cells cultured in M3 + 2.5% FEx (Table S1 and S2). 

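For the pathways other than JAK/STAT and Notch, 52 ligand and receptor genes were listed before the data were examined, and 32 of them passed the expression filter. In M3 + 2.5% FEx, 26 of the 32 were higher and 6 lower than in MB10. An adjusted p under 0.05 was reached by 15 genes with higher and 2 with lower expression, and 18 passed when adjusted over this list alone. The Wnt receptor genes fz (log2 fold change 1.47, adjusted p = 3.68e-07) and fz2 (log2 fold change 1.52, adjusted p = 1.12e-08) also passed the fold threshold. They were named after their values were seen. The listed genes of the Hippo pathway were too low to test. With JAK/STAT and Notch included, the 37 genes tested shifted upward as a set (camera, adjusted p = 0.00349, mean log2 shift 0.24, 29 genes higher and 8 lower), and with the replicate number as a block the adjusted p was 0.00418. When the correlation between the genes of the set was estimated from the data in place of a fixed 0.01, the adjusted p was 0.274. The fold changes of all genes also rose with exon length, and after this trend was removed, by a correction chosen after the data were seen, the adjusted p of the set was 0.168.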

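In the direct comparison of M3 + 10% FEx with M3 + 2.5% FEx, 302 genes were DE, of which 211 were higher and 91 lower in M3 + 10% FEx. With each library left out in turn, 262 to 327 genes were DE. Against MB10, M3 + 10% FEx had 213 more DE genes than M3 + 2.5% FEx, and 197 to 257 more with each library left out. After all libraries were thinned to the smallest total, 20694827 counts, 721 and 922 genes were DE against MB10 and 284 in the direct comparison. The direct comparison changed most when the test was made against a log2 fold change of 1 in place of 0, which left 60 genes.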

While we did not observe any clear changes in the general properties of the cells cultured in M3 + 2.5% FEx compared to the cells cultured in M3 + 10% FEx, the numbers of differentially expressed genes were higher when the cells were cultured in M3 + 10% FEx media than in M3 + 2.5% FEx media. In addition, the relative strength on differential gene expression levels of transcripts in the signaling pathways, for instance *Egfr*, *hh*, *upd3*, *pvf2* and *Ser* were generally more pronounced in cells cultured in 10% FEx than it was in 2.5% FEx (Figure 3A, 3B, Table S1-S3). 

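Each of these genes was compared between the FEx media directly. Egfr (FBgn0003731, chromosome arm 2R from 21522420 to 21559977) had 1 to 5 counts per library in MB10, 3 to 5 counts in M3 + 2.5% FEx and 11 to 20 counts in M3 + 10% FEx, and its mean stayed below 1 CPM in all media. Its log2 fold change against MB10 was 0.54 (standard error 0.62, adjusted p = 0.506) in M3 + 2.5% FEx and 2.50 (standard error 0.46, adjusted p = 6.79e-04) in M3 + 10% FEx, and 1.96 (standard error 0.41, adjusted p = 0.00529) between the FEx media. The direct log2 fold change of upd3 was 0.48 (standard error 0.11, adjusted p = 0.0112), below the fold threshold for DE genes, and against MB10 it reached 1.99 (standard error 0.13, adjusted p = 1.38e-07) in M3 + 10% FEx. Pvf2 had a log2 fold change of 3.59 (standard error 0.09, adjusted p = 1.70e-11) against MB10 in M3 + 10% FEx and 1.16 (standard error 0.08, adjusted p = 1.33e-06) between the FEx media. Ser fell to 0.234 ± 0.0459 CPM in M3 + 10% FEx (SD, n = 3), a log2 fold change of -5.62 (standard error 0.16, adjusted p = 7.07e-11) against MB10 and -2.04 (standard error 0.24, adjusted p = 1.18e-04) against M3 + 2.5% FEx.

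**Figure D3:**
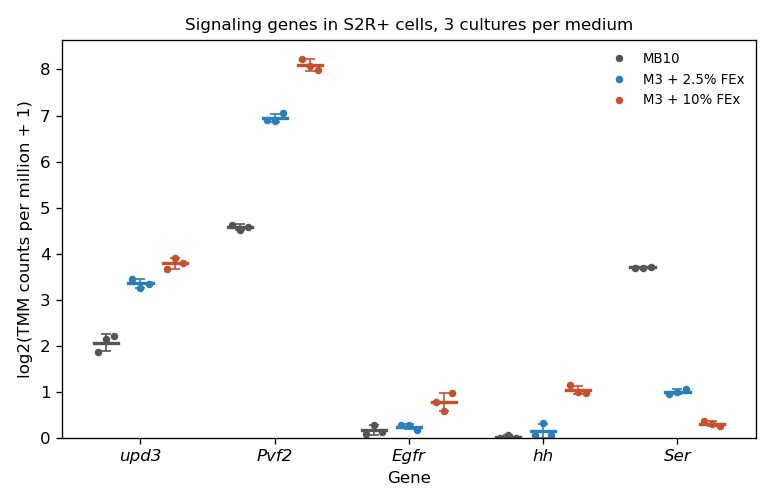
Expression of 5 signaling genes as log2 of TMM-normalized CPM plus 1. Points are the 3 replicate cultures of each medium, and bars show their mean and SD. All 5 genes are farther from MB10 in the mean of M3 + 10% FEx than in that of M3 + 2.5% FEx.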

In fact, the transcript for hedgehog (*hh**)*, was elevated in cells cultured in M3 + 10% FEx, and not in cells cultured in M3 + 2.5% FEx (Figure 3B and Table S2). It is important to note that transcriptional changes may not reflect the output of the signaling pathways. 

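The hh gene (FBgn0004644, chromosome arm 3R from 23128169 to 23141906) had 0 to 1 counts per library in MB10, 1 to 6 counts in M3 + 2.5% FEx and 20 to 34 counts in M3 + 10% FEx, where its expression was 1.05 ± 0.132 CPM (SD, n = 3). In M3 + 10% FEx it was at least 7.6-fold higher than in MB10 (adjusted p = 2.42e-05). In M3 + 2.5% FEx its mean was below the lowest level the depth of the MB10 libraries can show, and a difference from MB10 was not detectable (adjusted p = 0.0975). Between the FEx media the log2 fold change was 3.20 (standard error 0.45, adjusted p = 4.54e-04). Its size rests on the few counts in M3 + 2.5% FEx, and was 2.82 to 4.50 when each library was left out in turn.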

Overall, how the described transcriptomic changes impact cellular function of the S2R+ cells are not known. Nonetheless, the transcriptomic data do not indicate a dramatic change in transcription upon the switch to FEx and considering the general properties for the utility of the cells and their transcriptome, we recommend that S2R+ cells to be cultured in M3 + 2.5% FEx.

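Without a threshold on the fold change, 3844 of the 8705 genes tested differed from MB10 in M3 + 2.5% FEx and 4623 in M3 + 10% FEx at an adjusted p under 0.05, and 1896 differed between the FEx media. Over the 1086 genes that were DE in either FEx medium, the log2 fold changes in the FEx media had a Spearman coefficient of 0.895, computed across genes that share the same MB10 libraries. Sharing these libraries raises the coefficient by an amount that was not computed. The paper reads the transcriptomic data as giving no sign of a dramatic change in transcription, leaves the effect on the function of the cells open, and recommends the lower concentration of fly extract for S2R+ cells.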

### Culturing S2R+ cells in fly extract supplemented media did not alter secreted cellular metabolites

Adapting cells to new conditions may alter metabolic pathways. We investigated the extent of changes to the a) targeted metabolome and b) secreted metabolites of cells cultured in FBS or M3 + 2.5% FEx adapted cells. Cell pellets, culture supernatants, and the cell-free media subjected to identical conditions were analyzed using a targeted metabolomics approach designed to measure the relative abundance of small polar molecules. A Principal Component Analysis of the FBS- *vs.* FEx-cultured cellular metabolomic profiles revealed that they were significantly different (Figure S3). However, only 10 out of 119 (8.4%) metabolites assessed were significantly different between the FBS- *vs.* FEx-cultured cellular metabolomes (Figure 4A, B). Interestingly, among the ten metabolites that were significantly changed by at least twofold (*P* < 0.05) in FEx- *vs.* FBS-cultured cells, the levels of six of them (cholesterol, urea, ribitol, 1,6-anhydro glucose, threonic acid and allantoin) were also significantly changed in a similar direction when comparing cell-free FEx *vs.* FBS media (Figure 4A, B, S4A, B). Considering that *Drosophila* metabolism is unable to synthesize cholesterol, ribitol, 1,6-anhydro glucose, or threonic acid (Clark and Block 1959; Thomas and Hughes 1983; Simoneit *et al.* 1999) and allantoin/urea metabolic pathway differs significantly between insects and mammals (Hinton 1956; Wallrath *et al.* 1990; Samson 2000), the differences observed in these six metabolites can be simply attributed to the FEx or FBS-supplementation of the base M3 medium. Only 4/19 of mostly nucleobase metabolites (adenine, thymine, uracil and lauric acid) were uniquely changed between culture supernatants from FBS- or FEx-supplemented cell cultures as compared to similar cell-free conditions (Fig S4 C, D). Therefore, our analysis suggests that the steady state concentrations of key intermediary metabolites was similar when S2R+ cells were cultured in either FBS- or FEx-supplemented media.

**Figure 4:**
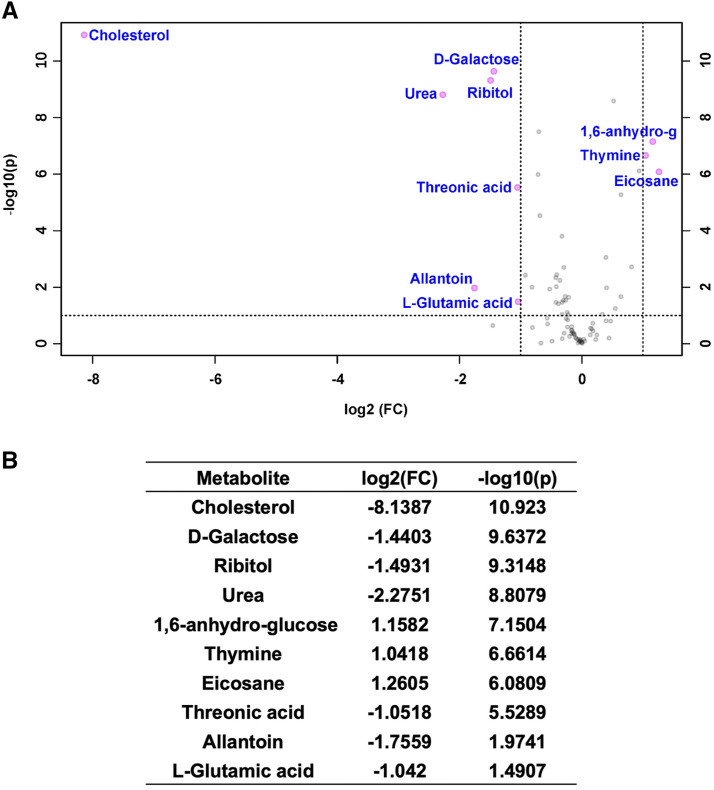
The cellular metabolomes of S2R+ cells grown in FBS- or FEx-supplemented media are comparable. (A) A volcano plot of all the metabolites assessed. Metabolites that are significantly (*P* < 0.05) changed when the S2R+ cells were grown in M3 + 2.5% FEx- *vs.* FBS-supplemented media by at least twofold are highlighted in pink. (B) List of metabolites that significantly (*P* < 0.05) change by at least twofold in cells grown in FEx- *vs.* FBS-supplemented media are listed.

To determine the changes in the secreted metabolites from cells cultured in either FEx- or FBS-supplemented media, the targeted metabolomes of the culture supernatants and their respective cell-free media were compared. Principal Component Analyses of both these comparisons determined that the metabolomic profile in either case was significantly different between the respective culture supernatants as compared to cell-free media (Figure S5 A, B). The number of metabolites with significantly (*P* < 0.05) different levels in the appropriate cell-free media *vs.* FBS- and FEx-supplemented culture supernatants, were 30 and 25 metabolites, respectively (Figure 5A, B). Nevertheless, 57% (17/30) and 68% (17/25) of the metabolites that changed were common between both the analyses (Table S4). We observed an increase in lactic acid levels secreted by cells grown in FEx-supplemented media, an observation that parallels the switch to aerobic glycolysis in *Drosophila* macrophages, an indicator of S2R+ cells favoring a metabolic profile reflective of their hematopoietic origin (Krejčová *et al.* 2019) (Figure 5B). Contrasting changes were observed in nicotinamide levels with significant increase of the metabolite in FEX-supplemented culture supernatant and a concomitant reduction in FBS-supplemented culture supernatant (Figure 5, Table S4). This depletion of nicotinamide upon culturing cells in FBS-supplemented media was despite the cell-free FBS-supplemented media having a significantly higher level of nicotinamide as compared to FEx-supplementation (Fig. S4B). In *Drosophila*, nicotinamide is a precursor to synthesize NAD – an essential cofactor involved in cellular redox metabolism (Rongvaux *et al.* 2003). This increased requirement for nicotinamide in FBS-supplemented cell culture could indicate that cells growing under these conditions might need to contend with elevated oxidative stress. To establish if any particular metabolic pathway is over-represented among the metabolites that are significantly changed in the supernatants on S2R+ culture, we used the MetaboAnalyst pathway analysis module to analyze data from FBS- or FEx-supplemented media. Similar metabolic pathways were over-represented significantly on S2R+ cell culture in either the FBS- or FEx-supplemented media implying little impact on cellular metabolism (Figure S5 C, D). The analyses of the metabolomics data imply that the secreted cellular metabolites content when switched to FEx from FBS remains largely unchanged.

**Figure 5:**
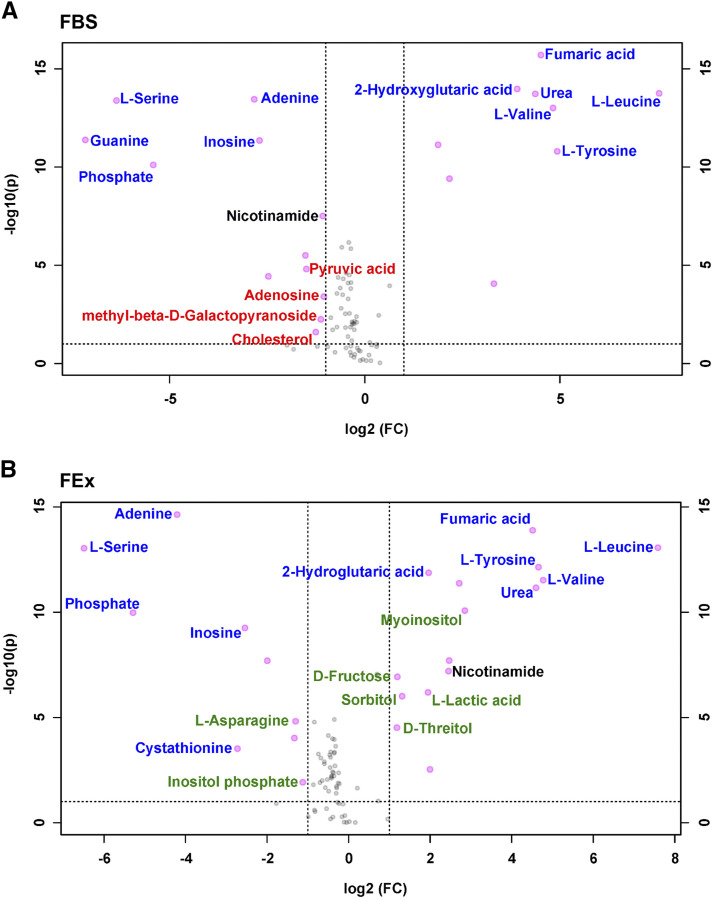
Metabolic output of S2R+ cells grown in FBS- or FEx-supplemented media are similar. (A) Volcano plot of metabolites comparing FBS-supplemented cell-free media *vs.* FBS-supplemented culture supernatant. The metabolites that are uniquely changing in FBS-supplemented culture supernatant are labeled in red (B) Volcano plot of metabolites comparing cell-free media *vs.* 2.5% FEx-supplemented culture supernatant. The metabolites that are uniquely changing in FEx-supplemented culture supernatant are labeled in green. Metabolites that are significantly (*P* < 0.05) changed when the S2R+ cells were grown in cell-free media *vs.* the respective FEx- or FBS-culture supernatant by at least twofold are highlighted in pink. Metabolites that are pink but unlabeled or labeled in blue in either panels change similarly irrespective of the media being supplemented with FBS or FEx. Nicotinamide, the only metabolite to display opposing changes depending on whether the cells were cultured in FEx or FBS is labeled in black.

The inclusion of xenogenic components such as FBS used in *Drosophila* cell culture media has been a continued practice over several decades. In this study we have outlined a set of culture conditions for adapting *Drosophila* cells to grow in a serum-free media supplemented with fly extract. The key to achieving this transition for S2R+ cells is the supplementation with FEx, whereas the transition to serum-free media for Kc167 cells can be achieved without the supplementation of FEx via the proprietary HyClone-CCM3 serum-free media, standard M3 media alone, or with FEx supplementation in M3 medium. More importantly, cells grown in the presence of FEx retain similar growth characteristics, are amenable to transfection and are potentially exposed to conditions that elicit a lower oxidative stress as compared to FBS-cultured cells. Moreover, culturing S2R+ cells in FEx media did not globally alter either the transcriptome or the metabolome. These culture conditions therefore arguably provide a more native physiology that is devoid of serum-associated mitogenic factors for *Drosophila* cell cultures. Cells adapted to FBS-free media also provides researchers with an additional tool to investigate cell biological processes in a more physiological context. Specifically, it opens up a new avenue for researchers to explore the consequences of using FEx from particular metabolic mutants or flies reared under specific nutrient conditions to culture S2R+ cells.

Toward continued refinement of serum-free cell culture, we aim to adapt and characterize several other extensively used *Drosophila* cells lines. Furthermore, the culture conditions described in this study provide an opportunity to establish the minimal constituent(s) of FEx that are sufficient to support cell growth and proliferation. A more defined *Drosophila* cell culture condition will also aid studies aimed at assessing metabolite dynamics from or into the culture media, which is currently not a trivial endeavor. These prospective investigations in combination with the data that will be generated from *Drosophila* cell biologists utilizing these serum-free conditions will potentially clarify the critical requirements for *Drosophila* cell culture.

At the DGRC, fly extract is produced in up to 1L batches. Laboratories can obtain fly extract in bulk to use for extensive long-term experiments or in small amounts for short-term transient procedures. Currently there are no regulatory guidelines for the import and export trading of insect extract such as the fly extract. Therefore, it is considerably easier to import and export insect extracts, as compared to FBS, which has mammalian origins. Finally, we projected that the utilization of FEx also has a significant economic benefit to any laboratory that utilize *Drosophila* cells (Table S6), especially when cells are cultured in M3 + 2.5% FEx. This cost benefit will be even more significant if laboratories generate their own fly extract.

How the deposited data were processed for this re-analysis (not part of the article)

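RNA was sequenced from S2R+ cells in 3 media, MB10, M3 + 2.5% FEx and M3 + 10% FEx, with 3 replicate cultures each, and all 9 libraries were used. The sample labels describe stranded mRNA libraries read for 75 cycles from each end of a fragment, and an RNA integrity number of at least 7. The paper gives at least 10 passages in FEx for the cells whose morphology it examined, and does not give the passage number of the cells used for RNA. The paper and the sample labels give different numbers of cells harvested for RNA. The 3 cultures of a medium come from 1 line, which is adapted in the FEx media and the control in MB10, so the replicates measure the spread between cultures of a line and not between independent adaptations.

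The authors demultiplexed the reads with bcl2fastq, mapped them with Hisat2 and counted them per gene with featureCounts, and the deposited values are raw read counts. The values were checked to be whole numbers in every library. The paper's text names TMM normalization by edgeR and a test of differential expression by DESeq2, but not how reads with several mapping positions were counted, nor the strand setting. Reads from near-identical gene copies can therefore be shared, lost or misassigned in the counts, and this was tested only by summing copies. The table holds 17562 genes, of which 17477 were matched by identifier to the BDGP6.54 annotation of Ensembl for symbols, positions and exon lengths. No genome sequence was used, so GC content was not tested.

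Library totals ran from 20694827 to 29076620 counts. The lowest level that was treated as measurable was 3 counts in a library. Intervals and floors cover counting error only, since the reads have no molecular identifiers. Replicate libraries differed by more than counting error, so all tests used the spread between replicates.

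Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filter with a minimum count of 10 and a minimum total count of 15, which left 8705 genes. Counts were normalized by TMM and fitted in 1 quasi-likelihood model of the 9 libraries with the medium as the term. The 3 comparisons were M3 + 2.5% FEx against MB10, M3 + 10% FEx against MB10, and M3 + 10% FEx against M3 + 2.5% FEx. P-values were adjusted by the Benjamini-Hochberg method, and DE genes had an adjusted p under 0.05 and a log2 fold change above 1 or below -1, as in the paper. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The method was tested on simulated data with 14044 genes, of which 200 were changed by a log2 fold change of 2. edgeR recovered 191 of the 200 (95.5%) with 1 false call, DESeq2 1.42.0 recovered 189 (94.5%) with 1 false call, and neither made a call in a comparison without changes. The simulation gave each gene the same spread in all libraries and no trend with exon length. Changed genes were drawn only from those that pass the filter. Error rates in the real libraries may therefore be higher.

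A gene was counted as expressed in a medium when its TMM-normalized CPM was above 10 in all 3 replicates. Correlations between media were computed across genes on log2 of the mean CPM plus 1. Gene lists for immune genes, hemocyte markers, secreted and matrix proteins, signaling ligands and receptors, ecdysone-response genes, oxidative stress genes, FOXO target genes and adult tissue genes were written before the data were examined, from general knowledge and from the paper. The immune list follows the families and genes that the paper names for these data, and the lists of hemocyte markers, secreted and matrix proteins and signaling genes include genes that it names. All listed genes were matched to the counts. Overlap of the immune list with genes of higher expression was tested with Fisher's exact test over all genes tested. Shifts of 5 gene sets in 2 comparisons were tested with the camera method of limma 3.58.1 with an inter-gene correlation of 0.01, and the 10 p-values were adjusted together. Comparisons of single values between media used exact permutation tests, whose smallest p with 3 cultures against 3 is 0.1. Random draws and simulations used fixed seeds. Python 3.11.15, scipy 1.17.1 and pandas 2.3.3 were used for the other calculations.

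The genes named individually are those the paper names in its text or Figure 3 and, for each comparison, the 3 largest rises and the 3 largest falls among DE genes with a mean of at least 1 CPM and no overlap between the replicates of the compared media. Other genes are named as members of the gene lists, as copies of a named gene or for a property of their values. They were not set beforehand to be named individually, and their values had been seen when they were named.

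For differential expression, 19 alternatives were set before the data were examined: DESeq2 on all libraries and on the compared media only, edgeR on the compared media only, a replicate block, DESeq2 size factors, library size only, upper quartile normalization, no expression filter, at least 10 counts in every library, a test against a log2 fold change of 1, and 9 fits that each left out 1 library. Other thresholds, pseudocounts, scalings and gene selections were set for expressed genes, correlations, gene sets and adult tissue genes. After the data were seen, 2 alternatives were added for a trend of fold change with exon length, in which a smooth trend with log exon length was removed from each library, alone and with the replicate block. A further alternative was added for adult tissue genes, which left out listed genes above 1 CPM in MB10. A test of adult tissue genes among genes counted in FEx libraries alone was first made as a Fisher's exact test without matching and then replaced by a comparison with random genes of similar total count. A bare correlation with exon length was likewise replaced by the correction, and the replaced values are given with the new ones.

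GO enrichment was not repeated, because no GO annotation was used here. The supplementary tables of the paper were not used here. Growth, transfection, metabolite and Kc167 data were not analysed here.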

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

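The splits of the libraries were planned before the data were examined. The tests on normalization, gene copies, other heat shock genes and other metallothionein genes were chosen after the results were seen. Differences between the effects of the FEx media were tested by comparing the FEx media directly, and each adjusted p is from edgeR. In all cases the lines themselves differ in history, since the line in M3 + 2.5% FEx came from the line in M3 + 10% FEx, so a change fixed in a line cannot be told apart from an effect of the concentration of extract.

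The paper's text gives no number of DE genes for the FEx media against each other. Its supplementary tables were not used here, and whether they hold this comparison was not examined. In the recomputed values, 302 genes were DE in it. The 6 libraries can be split in 10 ways into groups of 3, of which 4 part all 3 same-numbered pairs as the real split does. In 1 of these 4, the real split, as many genes were DE, and the other 3 gave at most 1 DE gene, with 67 to 134 genes at an unadjusted p under 0.05 against 3017 in the real split. For M3 + 2.5% FEx against MB10, 1 of 4 splits, the real one, gave as many as 742 DE genes and the others gave 0, with 134 to 794 genes at an unadjusted p under 0.05 against 4513. For M3 + 10% FEx against MB10, 1 of 4 splits gave as many as 955 DE genes and the others gave 0, with 44 to 344 genes at an unadjusted p under 0.05 against 5060. The 6 splits that part 1 pair gave 0 DE genes in each comparison, with at most 829, 865 and 174 genes at an unadjusted p under 0.05 for M3 + 2.5% FEx against MB10, M3 + 10% FEx against MB10 and the FEx media. With 4 splits the share cannot fall under 0.05 whatever the data, so the count of splits decides nothing about chance, and the numbers of genes in the other splits are given as a description.

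Some genes that the paper names changed more in M3 + 10% FEx than in M3 + 2.5% FEx, and others, among them peb and the immune genes below, changed less. The direct log2 fold changes were 1.156 for Pvf2, 1.605 for PPO1, 3.246 for atilla, 1.596 for lz, 1.960 for Egfr, 3.201 for hh, 1.573 for ItgaPS4 and -2.041 for Ser (adjusted p from 1.33e-06 for Pvf2 to 0.00529 for Egfr). For peb, which Figure 3 names, the log2 fold changes against MB10 were -2.96 in M3 + 2.5% FEx and -2.16 in M3 + 10% FEx, and the direct one was 0.80 (adjusted p = 0.00256), below the fold threshold. Genes that the paper does not name also differed. Higher than MB10 and more so in M3 + 10% FEx were beat-IIIc (1.097) and alphaTub85E (2.694). CG9521 (3.029) and betaNACtes6 (1.083) were lower than MB10 in M3 + 2.5% FEx and less reduced in M3 + 10% FEx, where CG9521 did not differ detectably from MB10 (-0.057, adjusted p = 0.905). All of these except peb passed both thresholds in the direct comparison under the other normalizations and the exon length correction, and in the fits that left out 1 library with the exception of beat-IIIc in 1 of 9. The counts of Egfr, hh, lz and atilla were low in M3 + 2.5% FEx, with at most 23 in a library. An effect of the medium and a change fixed in the line were not separated for these genes.

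Immune genes ran against the order of extract concentration. Of 17 immune genes that were DE with higher expression in both FEx media, 11 were lower in M3 + 10% FEx than in M3 + 2.5% FEx at an adjusted p under 0.05, among them CecA2 (-1.308) and DptB (-1.491). Under 3 other normalizations, at least 11 genes were lower. These normalizations scale all genes of a library alike and lie close together, so they show only that the result does not depend on the choice among them. The summed counts of the near-identical CecA1 and CecA2 differed by -1.292 (adjusted p = 1.55e-06), which goes against reads shared between copies. Carried-over RNA from the extract would be higher with more extract. A candidate explanation that remains is that the immune response of the cells is repressed at the higher concentration. It is a hypothesis, and a difference between lines or between batches of extract could give the same pattern and was not tested.

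Hsp70 transcripts were lower in M3 + 10% FEx. The direct log2 fold changes were -2.736 for Hsp70Bb, -2.727 for Hsp70Ba and -2.711 for Hsp70Bc. Reads of the 6 Hsp70 copies are near-identical, and their summed counts differed by -2.695 (adjusted p = 5.97e-06), so sharing of reads between copies does not account for the change. The smallest fall of any copy under 3 other normalizations was -2.604, with the same limit. The 6 copies together were also lower than in MB10 (log2 fold change -2.50) but not different between M3 + 2.5% FEx and MB10 (0.19, adjusted p = 0.473). Of 11 other heat shock genes, listed after the Hsp70 values were seen, 7 were lower in M3 + 10% FEx at an adjusted p under 0.05, as a difference in heat or handling of the cultures would give. The pattern cannot be told apart from that explanation, and no effect of the extract on the heat shock response is shown.

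MtnA, a metallothionein gene, was higher in M3 + 10% FEx than in M3 + 2.5% FEx by 2.670 (adjusted p = 5.26e-06). It was lower than in MB10 in M3 + 2.5% FEx (-2.02) and slightly higher in M3 + 10% FEx (0.65, adjusted p = 0.0123). Metal in the extract is a possible explanation, but MtnF, the 1 other metallothionein gene with enough counts to test, differed by -0.017, and 1 gene cannot decide it.

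Several of the largest changes were in genes that the paper does not discuss. Lower in M3 + 2.5% FEx were betaNACtes2 (-5.214), betaNACtes6 (-5.020) and betaNACtes3 (-4.841), related genes on chromosome X whose reads were not tested for sharing. Lower in M3 + 10% FEx were CG5973 (-4.992), which santa-maria overlaps on the opposite strand, and CG6999 (-4.637). CG9733 had a log2 fold change of 8.364 in M3 + 2.5% FEx and 8.626 in M3 + 10% FEx, with at most 1 count in an MB10 library, so that it was at least 49.25-fold and at least 58.91-fold higher. The log2 fold change of beat-IIIc was 8.228 in M3 + 10% FEx, at least 45.21-fold higher than MB10. These genes were picked for the size of their changes and for replicates that did not overlap between media, so the sizes may be overestimates. The direction and both thresholds held under the other models, normalizations and filters that tested them and in the fits that left out 1 library. No biological explanation was tested for these genes.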

How the results depend on the processing

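The alternatives were set before the data were examined, except for those on exon length and for leaving out adult tissue genes above 1 CPM in MB10, which were chosen after the data were seen. Where a result changed under an alternative, the cause was not tested.

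The counts of DE genes, of genes with higher and with lower expression, of shared genes and the excess in M3 + 10% FEx stayed within 1.5 times their values under DESeq2 on all or on the compared libraries, edgeR on the compared libraries, the replicate block, 3 other normalizations, both exon length corrections and all 9 fits that left out 1 library. Among these, M3 + 2.5% FEx had 676 to 774 DE genes and M3 + 10% FEx had 889 to 1061. With at least 10 counts required in every library, 406 genes were DE in M3 + 2.5% FEx (251 higher, 155 lower), 554 in M3 + 10% FEx (336 higher) and 152 between the FEx media (94 higher, 58 lower), with 216 shared higher and 108 shared lower genes. A test against a log2 fold change of 1 gave 436 (318 higher, 118 lower), 596 (160 lower) and 60 (38 higher, 22 lower), with 273 and 92 shared. Without an expression filter, the excess of DE genes in M3 + 10% FEx was 324, against 213 with it. M3 + 10% FEx had more DE genes than M3 + 2.5% FEx in each of these fits.

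Of the genes expressed in any medium, 92.46% were shared with the threshold on TMM-normalized counts and 94.72% with a threshold of 5 CPM, against 93.63%. Genes in M3 + 2.5% FEx only numbered 20 at a threshold of 5 CPM. Genes in M3 + 10% FEx only numbered 161 with TMM-normalized counts and 113 at a threshold of 1 CPM. Leaving out a library can only raise the number of genes that pass in each medium. The mean Pearson coefficient was 0.9915 over all genes with a count.

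The number of immune genes with higher expression, 17 in each FEx medium, was 17 or 18 in the fits that left out 1 library and 6 with at least 10 counts in every library. The summed CPM of adult tissue genes was lower by 24.8 in M3 + 10% FEx than in MB10, but higher by 0.325 without TpnC4 and osk, the listed genes above 1 CPM in MB10 (exact permutation test, p = 0.4). In M3 + 2.5% FEx, the difference ranged from -7.956 to 0.336 CPM when a library was left out.

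Gene set tests depended on the processing more than gene counts did. In the following, a set's value is the mean log2 fold change of its genes less that of the other genes, while the direction of the test comes from moderated statistics, so the signs can differ. When the inter-gene correlation was estimated from the data, the shifts did not change but lost the adjusted p under 0.05 (0.274 to 0.343). These were the ecdysone-response genes (0.299 in M3 + 2.5% FEx and 0.4203 in M3 + 10% FEx), FOXO targets (0.5215 and 0.642) and signaling genes (0.2394 and 0.2513). With the exon length correction, none of the 3 sets passed (adjusted p 0.0739 to 0.919). Their shifts in the same order were 0.0636 and 0.1455, 0.4396 and 0.546, and 0.0958 and 0.0846. With the replicate block added to it they were 0.0602 and 0.1416, 0.4391 and 0.5448, and 0.0946 and 0.0844 (adjusted p 0.0819 to 0.894). Across the 9 fits that left out 1 library, the shifts were 0.247 to 0.336 and 0.3645 to 0.453 for ecdysone-response genes and 0.188 to 0.3504 for signaling genes in M3 + 10% FEx, and these 3 results no longer passed without MB10 replicate 3.

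The hemocyte set and the oxidative stress set did not pass under any alternative (lowest adjusted p 0.0859). The oxidative stress test in M3 + 2.5% FEx kept its upward direction in the alternatives that were run, with shifts of 0.0189 to 0.125 in the fits that left out 1 library, and the directions of the other 3 tests are not determined. The direction of the hemocyte test reversed with at least 10 counts in every library (shifts of -0.0315 and -0.0779) and with the exon length correction (0.3101 and 0.586), also with the replicate block (0.3108 and 0.5877). The oxidative stress test in M3 + 10% FEx reversed with the compared libraries only (-0.212), with DESeq2 size factors (-0.1424), without a filter (-0.3252) and in 3 of the 9 fits that left out 1 library (-0.1816, -0.1918 and -0.1394). Over all 9 of these fits the shifts were -0.1918 to -0.0849.

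Over 117 fold changes of named genes and 2281 comparisons with alternatives, 2 became weaker, 4 stronger and 5 reversed. The weaker ones were atilla in M3 + 2.5% FEx under DESeq2 on the compared libraries, and beat-IIIc between the FEx media in 1 fit that left out a library (0.983). The stronger ones were all CG5973 between the FEx media. The reversed ones were small changes: Hsp70Bc in M3 + 2.5% FEx (-0.007 to 0.465 in fits that left out 1 library), CG9521 in M3 + 10% FEx (-0.366 to 0.227) and Drs between the FEx media (0.001 with the exon length correction).

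The depth limits hh, Egfr, lz and atilla, which had 5 counts or fewer in each MB10 library, and the number of cultures limits exact tests of single values, which cannot reach a p under 0.1.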

Differences from the paper's values

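None of the counts, percentages and fold changes that the paper's text states for these data differed from the recomputed values by more than a factor of 1.5. The paper's 721 DE genes in M3 + 2.5% FEx stand beside 742, and its 977 in M3 + 10% FEx beside 955. The widest gap was in genes expressed in M3 + 2.5% FEx only, where the paper's value is 28 and the recomputed value 41.

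The paper writes that members of pathways other than JAK/STAT and Notch did not appear to be substantially altered in M3 + 2.5% FEx, without giving a threshold. In the recomputed values, the Wnt receptor genes fz and fz2 passed the paper's thresholds there, with log2 fold changes of 1.47 and 1.52. They were named after their values were seen.

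The paper lists lamins among the matrix proteins whose transcripts changed in both FEx media. Whether it means the lamin or the laminin genes was not settled, so both are given. The laminin genes LanA, LanB1 and LanB2 had log2 fold changes of 0.096, -0.105 and -0.028 in M3 + 2.5% FEx, none at an adjusted p under 0.05, while in M3 + 10% FEx LanB1 (-0.71, adjusted p = 1.65e-05) and LanB2 (-0.33, adjusted p = 0.00203) were lower and LanA had 0.04. Of the lamin genes, LamC was higher in both FEx media (1.22 and 1.88), and Lam did not pass the fold threshold.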

Other observations

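Of the tests below, those on the trend with exon length, on genes with counts in FEx libraries alone and on depth for such genes were chosen after the results were seen, and so was the rule that a set's shift must fall below 50% of its uncorrected size in both FEx media for exon length to count as its explanation. They were not adjusted for the number of tests tried.

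Fold changes rose with exon length. Across 8663 of the 8705 genes (99.5%), the Spearman coefficient of exon length with log2 fold change was 0.416 for M3 + 2.5% FEx and 0.405 for M3 + 10% FEx against MB10, and 0.122 between the FEx media. This coefficient was the first test that was tried, and since it cannot separate a technical from a biological trend, it was replaced by a correction. The longest 20% of genes had a median log2 fold change of 0.25 and 0.28 in the FEx media, and the shortest 20% -0.23 and -0.26. The difference of these medians in single libraries, relative to the mean of all libraries, was -0.542 to -0.104 in MB10, 0.066 to 0.150 in M3 + 2.5% FEx and 0.167 to 0.255 in M3 + 10% FEx, without overlap between media (exact permutation test, p = 0.1 for each pair, the smallest that 3 against 3 allow). The range within MB10 was 0.438, nearly as large as the difference of 0.462 between M3 + 2.5% FEx and MB10. RNA integrity or library preparation that differed between libraries may therefore have produced the trend, and it cannot be told apart from an effect of the medium on long genes.

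More DE genes were higher than lower in the FEx media. Over all 8705 genes tested, the median log2 fold change was -0.037 in each FEx medium, so the excess is stated for DE genes only. The lowest share of higher genes among DE genes was 62.82% over 3 other normalizations and 67.84% with the exon length correction, so the excess does not depend on the choice among these normalizations, and exon length does not account for it. These normalizations lie close together and scale all genes of a library alike, so a change in RNA per cell or in composition that they share is not excluded. After the correction, 651 of the 742 DE genes of M3 + 2.5% FEx and 823 of the 955 of M3 + 10% FEx were still called.

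The larger number of DE genes in M3 + 10% FEx remained after all libraries were thinned to the smallest total, with an excess of 201 genes against 213. Sequencing depth therefore does not account for it.

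Carried-over RNA of adult flies was looked for with 40 genes of adult tissues. Their summed expression in M3 + 10% FEx was 0.721 times that in MB10 (63.9 ± 2.64 against 88.6 ± 2.84 CPM, SD, n = 3, exact permutation test, p = 0.1), and in M3 + 2.5% FEx it was 0.957 times (p = 0.5). TpnC4 and osk gave almost all of this sum. Without them, the sum was 2.48 ± 0.341 CPM in M3 + 10% FEx, 1.50 ± 0.380 in M3 + 2.5% FEx and 2.15 ± 0.386 in MB10, so that M3 + 2.5% FEx was not above MB10 (exact permutation test, p = 0.4 for M3 + 10% FEx and 0.2 for M3 + 2.5% FEx against MB10, where 0.1 is the smallest possible). Between the FEx media the sum was higher with more extract, without overlap (2.117 to 2.795 CPM against 1.078 to 1.816 CPM). The immune genes tested had a median log2 fold change of 4.411 in M3 + 10% FEx without a comparable rise of the adult tissue genes, which goes against carried-over RNA as their source, as far as the listed genes stand for all adult tissues.

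More genes had at least 1 count in the FEx libraries. After thinning to equal depth, the M3 + 10% FEx libraries had at least 11595 such genes, the M3 + 2.5% FEx libraries 11177 to 11209 and the MB10 libraries at most 11036, so depth does not account for the difference. In all, 1740 genes had counts in FEx libraries alone, with a median total of 2 counts. Of the 27 listed adult tissue genes with counts, 12 were among them. Fisher's exact test without matching, which was tried first, gave p = 3.64e-05, but low total counts make any gene likelier to be in this group. Random genes of similar total count gave 8.58 on average (permutation test with 10000 draws, p = 0.0456). This p is close to 0.05 and is not adjusted for the tests tried. The 25 low listed genes had 141 counts in MB10, 108 in M3 + 2.5% FEx and 176 in M3 + 10% FEx in total, which is not the order of a steady input from the extract. A trace of carried-over RNA may contribute to the genes with few counts, and it is not shown for M3 + 2.5% FEx.

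Of the 22 listed ecdysone-response genes, 17 were tested, and they shifted upward in M3 + 2.5% FEx (15 of 17 genes higher, adjusted p = 0.01135) and in M3 + 10% FEx (12 of 17 higher, adjusted p = 0.01757). With the replicate block the adjusted p-values were 0.0118 and 0.0198. Hormone in the extract could give such a shift. As a set, the genes did not shift detectably between the FEx media (camera, unadjusted p = 0.715). Directly compared, 4 of the 17 genes were higher and 2 lower in M3 + 10% FEx at an adjusted p under 0.05. Against MB10, 4 genes were DE with higher expression in M3 + 10% FEx and 0 in M3 + 2.5% FEx. With the exon length correction, the adjusted p of the set was 0.9187 in M3 + 10% FEx. Over all alternatives it ranged from 0.00990 to 0.919. The shift may be part of the trend with exon length.

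FOXO target genes were higher in M3 + 2.5% FEx (9 of 10 genes, adjusted p = 0.00627) and in M3 + 10% FEx (8 of 10 genes, adjusted p = 0.01268), and with the replicate block the adjusted p-values were 0.00610 and 0.0130. Withdrawal of insulin-like factors of serum is a possible explanation. The FEx media also lack the added bactopeptone and yeast extract, and their loss was not separated from that of serum. With the exon length correction the adjusted p was 0.087 in M3 + 10% FEx, and the shift was 0.546 in place of 0.642 (0.4396 in place of 0.5215 in M3 + 2.5% FEx). The median log2 fold change of the 10 genes fell further, from 0.453 to 0.2564 (from 0.4814 to 0.2724 in M3 + 2.5% FEx), so exon length accounts for part of the pattern and its share depends on the measure. With an estimated inter-gene correlation the adjusted p was 0.274, and an effect of the medium cannot be told apart from joint variation of these genes. The signaling genes shifted in M3 + 10% FEx as well (27 of 37 higher, adjusted p = 0.0138), with an adjusted p of 0.0138 with the replicate block and of 0.5318 with the exon length correction, which may account for most of their shift.

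The paper infers lower oxidative stress in FEx from metabolites, for which its methods name M3 + 2.5% FEx as the FEx medium. The list of oxidative stress genes includes the heat shock genes Hsp22, Hsp23, Hsp26, Hsp27 and Hsp68. An effect of heat or handling of the cultures on these heat shock genes is not excluded. The 22 oxidative stress genes tested were not lower as a set in M3 + 10% FEx (adjusted p = 0.9437, 12 higher and 10 lower) or in M3 + 2.5% FEx (adjusted p = 0.244, 15 higher and 7 lower), with 0.930 and 0.194 under the replicate block. At an adjusted p under 0.05, 9 of the genes were higher and 8 lower in M3 + 10% FEx. In M3 + 2.5% FEx, 10 were higher and 4 lower, so single genes changed in both directions. Transcripts need not follow metabolites, and a change of oxidative stress without a shift of this set is not excluded.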
